# Sirt3 deficiency induced down regulation of insulin degrading enzyme in comorbid Alzheimer’s disease with metabolic syndrome

**DOI:** 10.1038/s41598-022-23652-5

**Published:** 2022-11-17

**Authors:** Alpna Tyagi, Musa Musa, Wladimir Labeikovsky, Subbiah Pugazhenthi

**Keywords:** Neuroscience, Neurology, Pathogenesis

## Abstract

SIRT3 deacetylates mitochondrial proteins, thereby enhancing their function. We have previously demonstrated that Sirt3 gene deletion leads to brain mitochondrial dysfunction and neuroinflammation. We also reported that silencing of Sirt3 gene in APP/PS1 mice results in exacerbation of insulin resistance, neuroinflammation and β amyloid plaque deposition. To further understand how metabolic syndrome and amyloid pathology interact, we performed RNA-seq analysis of the brain samples of APP/PS1/Sirt3^-/-^ mice. Gene expression patterns were modulated in metabolic and inflammatory pathways by Sirt3 gene deletion, amyloid pathology, and the combination. Following Sirt3 gene deletion, a key finding was the decreased expression of insulin-degrading enzyme (IDE), an enzyme that regulates the levels of insulin and Aβ peptides. Western diet feeding of Sirt3^-/-^ and APP/PS1 mice resulted in decrease of IDE protein, parallel to Sirt3 downregulation. Conversely, activation of SIRT3 by nicotinamide riboside in vivo and in vitro resulted in IDE upregulation. SIRT3 activation in vivo also increased the levels of neprilysin, another Aβ degrading enzyme and decreased the levels of BACE1 which generates Aβ peptide suggesting SIRT3’s role in amyloid plaque reduction. Our findings provide a plausible mechanism linking metabolic syndrome and amyloid pathology. SIRT3 may be a potential therapeutic target to treat AD.

## Introduction

Metabolic syndrome (MetS) is the precondition for diabetes, obesity, and cardiovascular disease^1^. It consists of a cluster of risk factors including hypertension, insulin resistance, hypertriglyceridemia, low HDL-cholesterol, and abdominal obesity. MetS is highly prevalent in developed countries with one in three adults having at least three of these risk factors^2^. A long-term study examined the connection between MetS and cognitive impairment in 1,759 elderly women and observed that patients with all five components of MetS were three to four times more likely to develop cognitive dysfunction than those without risk factors^3^. Specifically, insulin resistance, determined by the Homeostatic Model Assessment for insulin Resistance (HOMA-IR) index, was significantly linked with increased cognitive dysfunction. Another study observed that the individuals with worsening of MetS status over a five-year period had a greater chance of developing dementia^4^. MetS has been also shown to be a risk factor for Alzheimer’s disease (AD), the most common form of dementia. Tsai et al. examined the associations between individual components of MetS and the risk for AD and found a significant linear relationship between decrease in cognitive scores with increased number of MetS risk factors^5^. Hyperglycemia showed maximum effects on cognitive decline followed by hypertension in this study. The link between MetS and cognitive dysfunction have been further supported by studies in both genetic and diet-induced animal models for MetS^6–9^. However, the CNS effects of MetS at the cellular and molecular levels are not clearly understood.

MetS is caused by genetic risk factors and lifestyle changes^10^. One of the genetic risk factors is the downregulation of Sirt3 gene^11^. A single point mutation in human Sirt3 leads to reduced activity and MetS^12^. SIRT3 belongs to sirtuin family consisting of seven members that play critical roles in longevity and inflammation^10,13–15^. SIRT3 plays a central role in mitochondrial function. It deacetylates and activates key mitochondrial proteins. Targets of SIRT3 include metabolic enzymes, antioxidant enzyme SOD2, respiratory chain complexes and transcriptional coactivator PGC-1α, needed for mitochondrial biogenesis^16^. Sirt3^-/-^ mice fed on a calorie-rich diet is a well-known model for MetS that combines genetic risk factor with life-style changes^8^. Studies in these models have focused mainly on changes in peripheral tissues. Not much of studies have been done on the CNS effects of MetS. We examined the brain samples of Sirt3^-/-^ mice, fed on western diet and observed downregulation of metabolic enzymes, peripheral and central insulin resistance, mitochondrial dysfunction and inflammasome formation leading to neuroinflammation^8^. These changes in the brain are all potential triggering factors for Alzheimer’s pathogenesis. Therefore, to determine if metabolic syndrome in mid-life is a risk factor for AD, we generated a comorbid AD mouse model by deleting Sirt3 gene globally in APP/PS1 mice, an Alzheimer’s transgenic mouse model with amyloid pathology. We observed significant exacerbation of peripheral and central insulin resistance and elevation of neuroinflammatory markers in APP/PS1/Sirt3^-/-^ compared to APP/PS1 mice. The deposition of β amyloid plaques increased in terms of number and size because of Sirt3 gene deletion. Microglial proliferation and activation were significantly more in the comorbid AD brain. This exaggerated phenotype is not a surprise, because when you superimpose two pathologies, namely, MetS and amyloid plaque deposition, additive effects are expected. Our main goal of generating this mouse model is to determine how MetS and amyloid pathology interact with each other at the molecular level so that we can identify potential converging pathways. Therefore, the objective of this study is to perform RNA-seq analysis of the brain samples and profile the gene expression patterns following Sirt3 gene deletion in wild type as well as in APP/PS1 mice.

## Results

### RNA-seq analysis reveals differential gene expression patterns following Sirt3 gene deletion

Overall, the heat map of cluster analysis shows significant changes in the gene expression patterns between the 4 groups, namely wild type, Sirt3^-/-^, APP/PS1 and APP/PS1/Sirt3^-/-^, at 8 months of age (Fig. 1A). 

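Sirt3 encodes the mitochondrial deacetylase deleted in these mice, and App encodes the precursor of the amyloid peptide. Sirt3 (ENSMUSG00000025486, chromosome 7 from 140863670 to 140882309, protein-coding) was 63.0 ± 1.96 (SD, n = 3) CPM (counts scaled to library size by TMM) in WT, 61.3 ± 2.72 (SD, n = 3) in APP/PS1 and 0.365 ± 0.156 (SD, n = 3) in the libraries labelled Sirt3-/-. In the libraries labelled APP/PS1/Sirt3-/- it was 28.6, 0.211 and 27.7 CPM in replicates 1, 2 and 4, so replicates 1 and 4 held far more Sirt3 reads than the libraries labelled Sirt3-/-. App (ENSMUSG00000022892, chromosome 16 from 84954440 to 85173707, protein-coding) was 1789.5 ± 36.8 (SD, n = 3) CPM in WT, 1701 ± 127 (SD, n = 3) in Sirt3-/- and 3543 ± 286 (SD, n = 3) in the libraries labelled APP/PS1/Sirt3-/-. Those labelled APP/PS1 had 3614, 3794 and 1623 CPM in replicates 1, 2 and 4, so replicate 4 lay below the WT mean. Every direction given for a group therefore rests on the labels. In the paper's Western blots of other, male mice, IDE protein was lower in Sirt3-/- mice and decreased together with SIRT3 in APP/PS1 mice fed western diet (Fig. 5), which does not settle the genotype of these libraries. The log2 fold change of Sirt3 in the libraries labelled Sirt3-/- against WT was -7.39 (standard error 1.34, adjusted p = 0.0745 from edgeR). It passed an adjusted p of 0.05 under 4 of 18 alternatives, whose adjusted p ranged from 5.34e-90 to 0.245. The 0.0745 comes from 1 fit of all 12 libraries, whose spread for Sirt3 includes the unlike levels of the APP/PS1/Sirt3-/- libraries. The authors' deposited table, which compares groups in pairs, gives adjusted p = 9.95e-231 from DESeq2. The 0.0745 is therefore no sign that Sirt3 was retained in the libraries labelled Sirt3-/-.

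**Figure D1:**
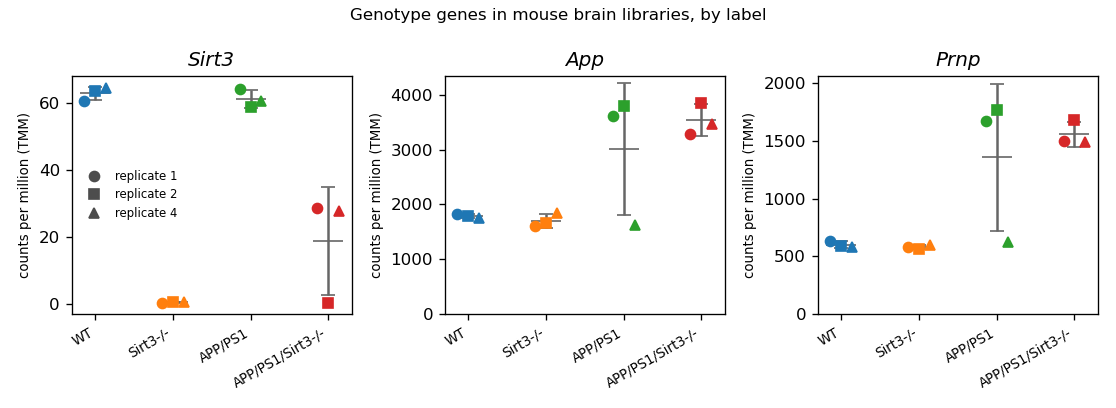
CPM (TMM) of Sirt3, App and Prnp in each of the 12 libraries, by labelled group; circles, squares and triangles are replicates 1, 2 and 4, and bars are mean ± SD. Replicates 1 and 4 labelled APP/PS1/Sirt3-/- hold Sirt3 reads, and replicate 4 labelled APP/PS1 lies with WT for App and Prnp.

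The RNA-seq data cover cortical RNA of mice aged 8 months in 4 groups of 3 libraries each, titled with the numbers 1, 2 and 4 in every group. The paper gives a sequencing depth of 25 M reads; the values here use the reads counted in genes. Those were 15310104 to 17918122 per library in WT (median 16046016), 16078188 to 16722481 in Sirt3-/- (median 16515201), 15251720 to 18644376 in APP/PS1 (median 17219478) and 16909429 to 18601362 in APP/PS1/Sirt3-/- (median 17563075). The authors selected mRNA with oligo-dT beads, mapped reads with TopHat to GRCm38, counted them per gene and compared the groups in pairs with DESeq2. Here, the read counts of the 16673 genes that passed edgeR's filterByExpr, of 35275, were normalized by TMM. All 12 libraries entered a single edgeR quasi-likelihood fit of 4 group means, and p-values were adjusted over genes by Benjamini and Hochberg's approach. The tool, the filter, the normalization, and whether the other groups share in the estimate of spread are the choices that could change the numbers. With 3 libraries against 3, an exact two-sided permutation test cannot give a p below 0.1. The p-values measure the spread between libraries, taken as separate mice after the legend of Fig. 1.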

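Expression levels across all 35275 genes were close between libraries of the same group. Pearson's correlation of log2(FPKM + 1), from the authors' FPKM values, was 0.994 to 0.995 between the 3 WT libraries and 0.990 to 0.995 between the libraries labelled Sirt3-/-. It was 0.994 to 0.995 in APP/PS1 and 0.991 to 0.995 in APP/PS1/Sirt3-/-. Libraries of different groups correlated at 0.988 to 0.996 over 54 pairs, so the ranges within and between groups overlap. These correlations run across genes, which are not independent replicates, and no test was made of them. On the raw FPKM scale the lowest correlation in APP/PS1 was 0.973, and Spearman's correlation was lowest at 0.958 in Sirt3-/- and APP/PS1/Sirt3-/-.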

Pearson correlation between samples in each group were > 0.98. 

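A gene was taken as detected in a group when its mean over the 3 libraries was above 1 FPKM. WT detected 13580 genes, Sirt3-/- 13740, APP/PS1 13755 and APP/PS1/Sirt3-/- 13723; the counts of single libraries varied with an SD of 57.3, 209, 57.4 and 129. WT and Sirt3-/- shared 13324 genes, with 256 in WT alone and 416 in Sirt3-/- alone. WT and APP/PS1 shared 13305, with 275 and 450 alone. WT and APP/PS1/Sirt3-/- shared 13258, with 322 and 465 alone. APP/PS1 and APP/PS1/Sirt3-/- shared 13445, with 310 in APP/PS1 alone and 278 in APP/PS1/Sirt3-/- alone. For scale, 2 libraries of the same group differed by 323 to 743 genes each way, so a gene on one side of the threshold in a single group is not shown to be expressed there only. No test was made of these counts.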

Unique and overlapping gene expressions between groups are shown in Venn diagrams (Fig. 1B). Four comparisons were made to determine the effects of MetS, amyloid pathology and the combination. The same comparisons were also made with Volcano plots showing upregulated (red) and downregulated (green) genes (Fig. 2). 

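Among the libraries labelled Sirt3-/-, 39 genes rose and 10 fell against WT, at an adjusted p under 0.05 from edgeR. In those labelled APP/PS1/Sirt3-/-, 129 genes rose and 59 fell against WT, and 4 rose and 0 fell against APP/PS1. Comparing APP/PS1 with WT, edgeR called 0 genes, beside 2836 at an unadjusted p under 0.05. DESeq2 on the same 12 libraries called 428 genes for Sirt3-/-, 499 for APP/PS1 and 1045 for APP/PS1/Sirt3-/- against WT, and 7 between APP/PS1/Sirt3-/- and APP/PS1. Fitting only APP/PS1 and WT, edgeR called 1089 genes and DESeq2 1264. Of the 49, 188 and 4 genes called by edgeR, 48, 185 and 4 were also called in the authors' deposited table. That table calls far more, 360, 1111 and 27 genes in these comparisons, so most of its calls were not made by edgeR here. For APP/PS1 against WT it calls 1249 genes, where edgeR called 0. The counts against WT rest on single libraries: the 49 became 2 without WT replicate 1, and the 188 became 2 without WT replicate 2 and 1172 without Sirt3-/- replicate 2. The 0 for APP/PS1 became 584 without Sirt3-/- replicate 2. With markers of thalamus, striatum and choroid plexus as covariates, chosen after seeing the data, edgeR called 3 genes for Sirt3-/-, 2 for APP/PS1 and 4 for APP/PS1/Sirt3-/- against WT, and 1 of the 49 and 0 of the 188 were among them. These covariates leave few degrees of freedom, so a call lost with them, here or below, does not tell brain region from genotype.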

Sirt3 gene deletion, amyloid plaque deposition and the combination altered the gene expression patterns significantly. Specifically, comparison between APP/PS1 and APP/PS1/Sirt3^-/-^ mouse brain samples shows the effects of MetS when superimposed with amyloid pathology. 

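Slc5a7, the high-affinity choline transporter (ENSMUSG00000023945, chromosome 17 from 54273594 to 54299034), was 1.49 ± 0.495 (SD, n = 3) CPM in WT and 9.58 ± 5.56 (SD, n = 3) in the libraries labelled Sirt3-/-. Its log2 fold change was 2.68 (standard error 0.41, adjusted p = 0.0259 from edgeR). Htr1d, a serotonin receptor (ENSMUSG00000070687, chromosome 4 from 136423524 to 136444398), rose by a log2 fold change of 2.64 (standard error 0.43, adjusted p = 0.0259 from edgeR). Thbs4, a matrix glycoprotein of the thrombospondin family (ENSMUSG00000021702, chromosome 13 from 92751590 to 92794818), was 18.9 ± 2.93 (SD, n = 3) CPM in WT and 7.55 ± 2.4 (SD, n = 3) in Sirt3-/-, a log2 fold change of -1.32 (standard error 0.20, adjusted p = 0.0147 from edgeR). In APP/PS1/Sirt3-/-, Thbs4 also lay below WT, by a log2 fold change of -1.15 (adjusted p = 0.0257 from edgeR), and Slc5a7 above it, by 2.37 (adjusted p = 0.0317 from edgeR). Against WT in Sirt3-/-, the adjusted p stayed under 0.05 for Thbs4 in 16 of 19 alternatives (2.05e-07 to 0.0815), for Slc5a7 in 12 of 19 (1.04e-08 to 0.171) and for Htr1d in 11 of 18 (1.40e-07 to 0.171), and each call ended without any 1 of the WT libraries. With markers of brain regions as covariates none of these calls held (adjusted p = 0.873, 0.873 and 0.873 from edgeR for Slc5a7, Htr1d and Thbs4), and the mean of striatal markers was 6.41, 7.21 and 6.22 log2 CPM in Sirt3-/- replicates 1, 2 and 4 against 4.43, 3.63 and 4.68 in WT. The striatal mean separates these groups and few degrees of freedom are left, so the lost calls do not tell brain region from genotype. In APP/PS1/Sirt3-/-, the adjusted p stayed under 0.05 for Thbs4 in 14 of 19 (1.51e-08 to 0.124) and for Slc5a7 in 12 of 19 (1.39e-12 to 0.126).

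Emx1, a transcription factor of cortical neurons (ENSMUSG00000033726, chromosome 6 from 85187438 to 85204462), was 30.7 ± 2.1 (SD, n = 3) CPM in WT and 12.9 ± 1.06 (SD, n = 3) in the libraries labelled APP/PS1/Sirt3-/-, a log2 fold change of -1.25 (standard error 0.24, adjusted p = 0.0408 from edgeR). Nr4a2, an orphan nuclear receptor induced by neuronal activity (ENSMUSG00000026826, chromosome 2 from 57106830 to 57124003), was 66.5 ± 13.9 (SD, n = 3) and 32.4 ± 6.19 (SD, n = 3) CPM, a log2 fold change of -1.03 (standard error 0.16, adjusted p = 0.0255 from edgeR). Slitrk6, a neuronal membrane protein (ENSMUSG00000045871, chromosome 14 from 110748578 to 110755149), was 0.19 ± 0.0758 (SD, n = 3) CPM in WT and 3.83 ± 1.74 (SD, n = 3) in APP/PS1/Sirt3-/-, with a log2 fold change of 4.31 (standard error 0.67, adjusted p = 0.0255 from edgeR). Among the largest rises, Lhx5 was 0.144 ± 0.0241 (SD, n = 3) CPM in WT and 4.17 ± 2.08 (SD, n = 3) in APP/PS1/Sirt3-/-, Lhx1 0.0443 ± 0.0767 (SD, n = 3) and 2.89 ± 1.36 (SD, n = 3), and Gbx2, also a marker of thalamic neurons, 0.0402 ± 0.035 (SD, n = 3) and 2.29 ± 1.09 (SD, n = 3) (adjusted p = 0.0391, 0.0375 and 0.0393 from edgeR). Lhx1 and Gbx2 each had 2 reads in the WT libraries together, so their fold is uncertain. The adjusted p stayed under 0.05 for Nr4a2 in 15 of 19 alternatives (2.34e-07 to 0.12), Slitrk6 in 13 of 18 (1.85e-09 to 0.12), Lhx5 in 8 of 18 (4.51e-10 to 0.16), Lhx1 in 7 of 18 (5.63e-06 to 0.15), Gbx2 in 8 of 18 (3.23e-05 to 0.152) and Emx1 in 7 of 19 (9.16e-17 to 0.144). Each of these calls ended without any 1 of the WT libraries or without APP/PS1/Sirt3-/- replicate 1. Thalamic markers had a mean of 2.39, 2.41 and 2.41 log2 CPM in WT and 5.12, 5.25 and 3.45 in APP/PS1/Sirt3-/- replicates 1, 2 and 4. None of the calls of these 6 genes held with the markers of brain regions as covariates (adjusted p from 0.888 to 0.968 from edgeR). Gbx2 is itself among the thalamic markers of these covariates, so its lost call says nothing on its own. The thalamic mean separates these groups and few degrees of freedom are left, so a lost call does not tell brain region from genotype. For APP/PS1 against WT, edgeR on all 12 libraries called no gene to name here.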

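Pla2g4e, a calcium-dependent acyltransferase of the phospholipase A2 family (ENSMUSG00000050211, chromosome 2 from 120166412 to 120245335, protein-coding), was 8.06 ± 2.01 (SD, n = 3) CPM in APP/PS1 and 38.5 ± 10.6 (SD, n = 3) in the libraries labelled APP/PS1/Sirt3-/-. Its log2 fold change was 2.26 (standard error 0.25, adjusted p = 0.0119 from edgeR). It rose in Sirt3-/- as well, from 10.3 ± 1.67 (SD, n = 3) CPM in WT to 53.3 ± 10.9 (SD, n = 3), with a log2 fold change of 2.37 (standard error 0.25, adjusted p = 0.00788 from edgeR). Eif3j2, a copy of a translation initiation factor gene (ENSMUSG00000043424, chromosome 18 from 43475418 to 43477796), was 0.924 ± 0.0829 (SD, n = 3) CPM in APP/PS1 and 11.3 ± 3.11 (SD, n = 3) in APP/PS1/Sirt3-/-, a log2 fold change of 3.60 (standard error 0.28, adjusted p = 1.10e-04 from edgeR). Beside it lies the pseudogene Gm3650 (ENSMUSG00000097891, chromosome 18 from 43472816 to 43475169), at 0.0393 ± 0.0344 (SD, n = 3) and 5.08 ± 1.41 (SD, n = 3) CPM (adjusted p = 4.91e-04 from edgeR). The Pcna pseudogene Pcna-ps2 (ENSMUSG00000067608, chromosome 19 from 9283238 to 9284494) was 0.125 ± 0.172 (SD, n = 3) and 3.65 ± 1.31 (SD, n = 3) CPM (adjusted p = 0.00763 from edgeR). These 4 genes made up all the calls between APP/PS1/Sirt3-/- and APP/PS1, and each also rose between WT and Sirt3-/-. Between APP/PS1/Sirt3-/- and APP/PS1, Eif3j2 and Gm3650 stayed under 0.05 in all 18 alternatives (adjusted p at most 0.00354 and 0.0117), Pcna-ps2 in 16 of 18 (1.59e-08 to 0.168), and Pla2g4e in 13 of 19 (5.38e-22 to 0.216). Pcna-ps2 lost its call without APP/PS1 replicate 1 and with only the 2 groups compared, and Pla2g4e without any 1 of the APP/PS1 libraries, without Sirt3-/- replicate 2, with only the 2 groups compared and with no low-count filter. In Sirt3-/- against WT, the call of Pla2g4e held in 18 of 19 (9.07e-34 to 0.0645) and ended without WT replicate 1, and that of Pcna-ps2 held in 16 of 18 (2.09e-10 to 0.0704) and ended without WT replicate 1 or 2. With markers of brain regions as covariates, Eif3j2 and Gm3650 passed between APP/PS1/Sirt3-/- and APP/PS1 (adjusted p = 1.14e-04 and 4.42e-04 from edgeR) and Pla2g4e and Pcna-ps2 did not (0.374 and 0.0783). In Sirt3-/- against WT, most of these 4 genes lost their call with the same covariates. The paper names 2 strain backgrounds for Sirt3-/- mice, and which one the sequenced mice had is not given in the sources used here, so these rises can stem from strain as well as from Sirt3 deletion. Eif3j2, Gm3650 and Pcna-ps2 have near-identical copies, so the gene that gave their reads is uncertain, and Gm3650 had 2 reads in the APP/PS1 libraries together. Across all 16673 genes, the log2 fold changes of APP/PS1/Sirt3-/- against APP/PS1 and of Sirt3-/- against WT correlated at Pearson's r = 0.309, across genes that are not independent replicates.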

The altered gene expression pattern suggests molecular interactions between MetS and amyloid pathology.

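Whether Sirt3 deletion acted differently with and without the APP/PS1 transgenes was tested as an interaction, the log2 fold change of APP/PS1/Sirt3-/- against APP/PS1 minus that of Sirt3-/- against WT. The transcription factor Onecut2 (ENSMUSG00000045991, chromosome 18 from 64340364 to 64398488) rose in Sirt3-/- against WT by a log2 fold change of 1.58 (standard error 0.22, adjusted p = 0.0147 from edgeR), and its interaction was -1.73 (standard error 0.31, adjusted p = 0.302 from edgeR). Gpr155, an integral membrane protein (ENSMUSG00000041762, chromosome 2 from 73341506 to 73386572), rose by 0.59 (adjusted p = 0.0147 from edgeR), with an interaction of -0.65 (adjusted p = 0.311 from edgeR). The rises of Onecut2 and Gpr155 in Sirt3-/- stayed under 0.05 in 17 of 19 alternatives (3.19e-09 to 0.0941) and 17 of 19 (1.65e-06 to 0.0815), not without WT replicate 1 or 2, and not with markers of brain regions as covariates (adjusted p = 0.873 and 0.873 from edgeR). For the interaction edgeR called 0 genes at an adjusted p under 0.05, with 1080 at an unadjusted p under 0.05. It called 2 with no low-count filter, and DESeq2 called 12. Genes that respond to interferon had a median interaction of 0.74 over the 19 measured, with a limma camera adjusted p = 0.00126 at a preset correlation and adjusted p = 0.827 with an estimated correlation. Those of the nuclear-encoded respiratory chain had a median of -0.19 over 74 genes, with a limma camera adjusted p = 4.57e-12 and adjusted p = 0.827 with an estimated correlation. Markers of brain regions moved further in the same contrast, striatal neuron markers by a median of -1.83 and hippocampal neuron markers by -1.17 (limma camera adjusted p = 7.43e-08 and 0.029, and adjusted p = 0.827 with an estimated correlation for both). Of the 39 gene lists set before the data were examined, camera called 9 for the interaction, and none with the estimated correlation. From the altered expression in the compared groups, the paper proposes that metabolic syndrome and amyloid pathology interact at the molecular level.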

**Figure 1:**
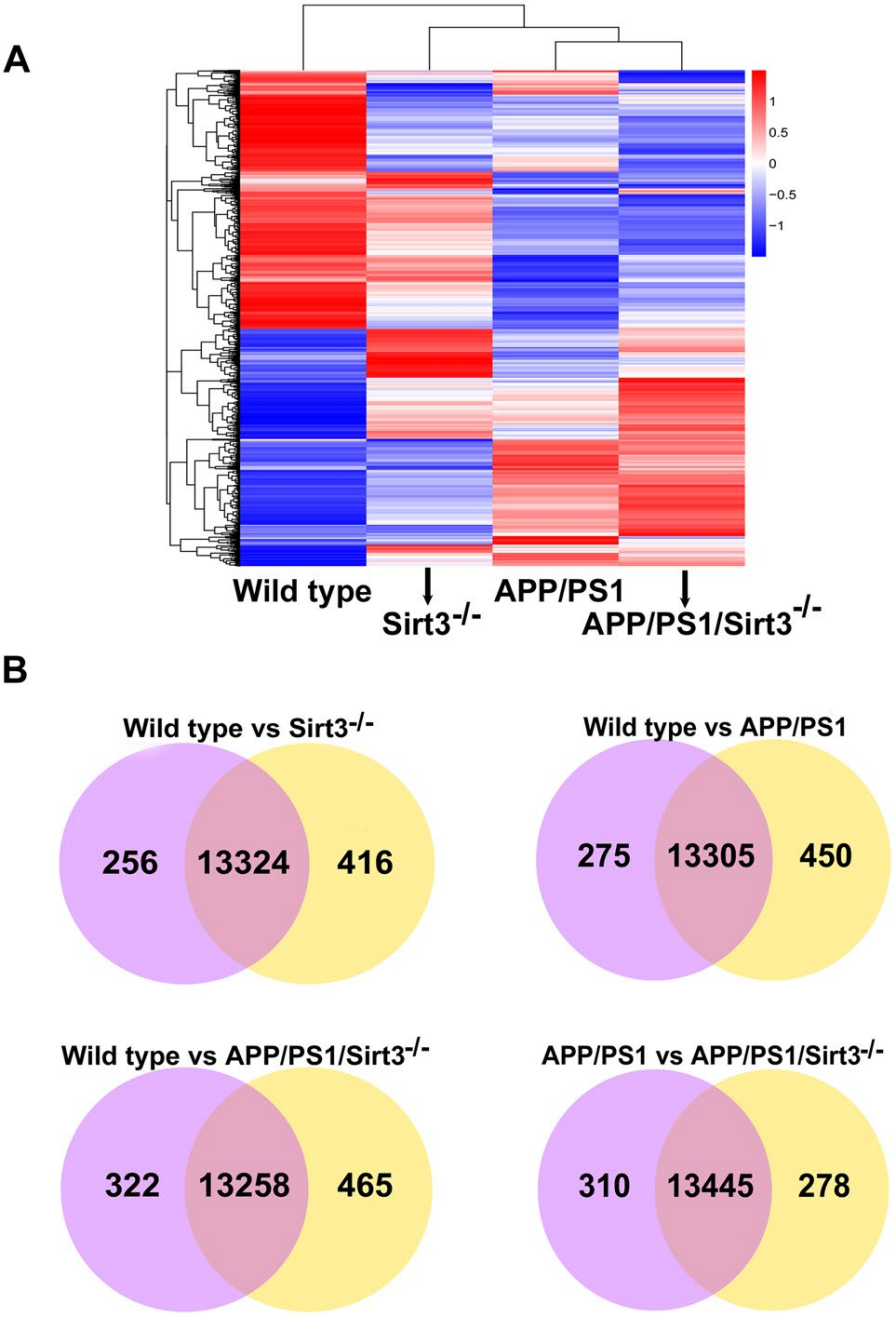
Heat map and Venn diagrams. Total RNA was isolated from the brain samples of 8 mo-old female mice (4 each) in wild type, Sirt3^-/-^, APP/PS1 and APP/PS1/Sirt3^-/-^ mice. After quality control, mRNA was purified, sheared into short fragments of ~ 200 bases and used as templates for cDNA synthesis, followed by library preparation. The cDNA libraries were sequenced (25 million reads), using Illumina NexSeq550 platform. RNA-seq reads were mapped to the mouse genome, using TopHat software. The heat map of cluster analysis (**A**) shows significant changes in the gene expression patterns between the groups. Unique and overlapping gene expressions between groups are shown by Venn diagrams (**B**).

**Figure 2:**
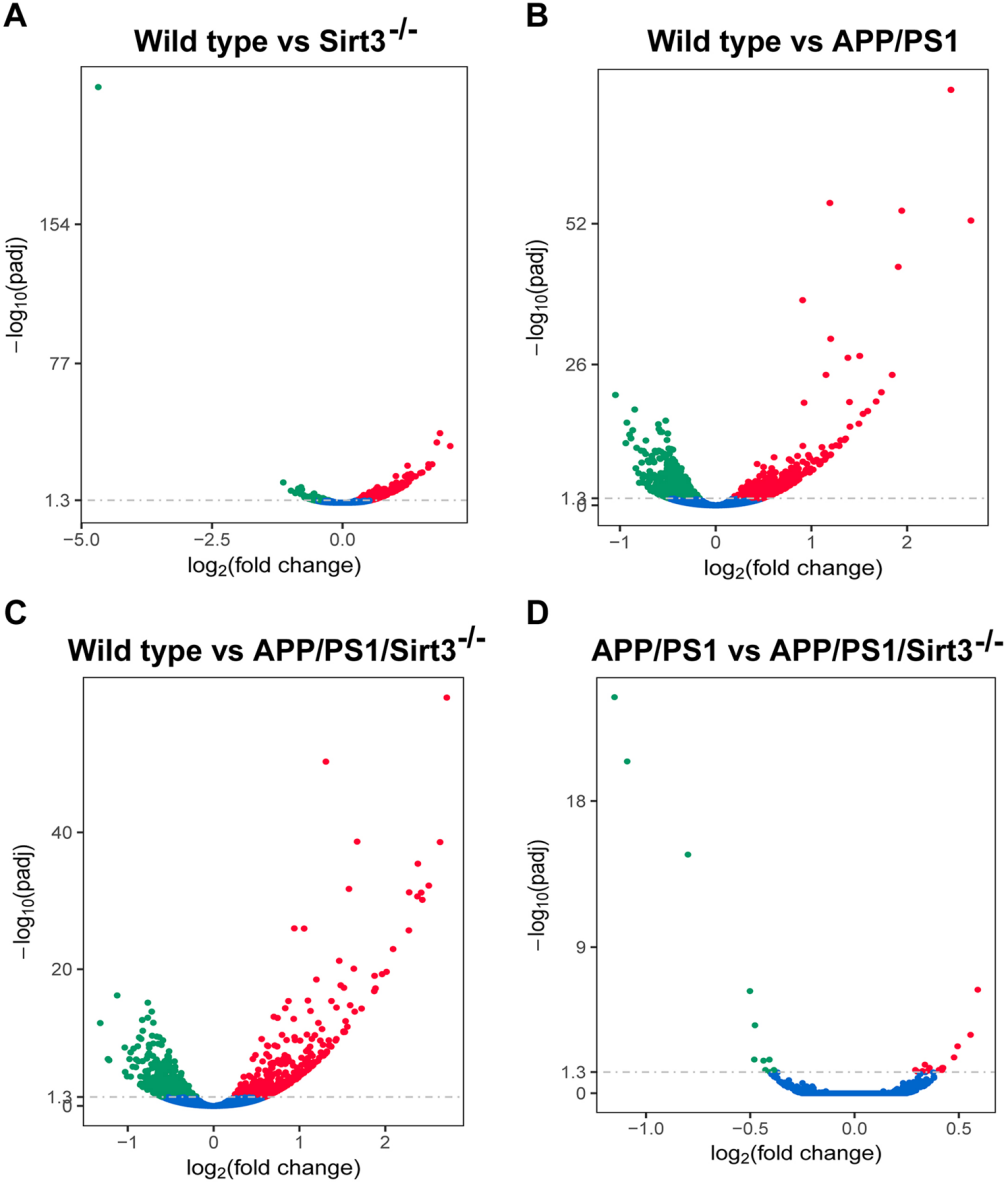
Volcano plots. Following RNA-seq analysis with the brain samples of 4 four groups of mice as in Fig. 1, differential gene expression patterns were analyzed and volcano plots showing upregulated (red) and downregulated (green) genes were drawn. Comparisons were made to determine the effects of Sirt3 gene deletion (**A**), amyloid plaque deposition (**B**) and the combination (**C**). Comparisons were also made to determine the effects of Sirt3 gene deletion in APP/PS1 mice (**D**).

### Key hits among the altered genes following Sirt3 gene deletion

Selected genes with modulated expression are presented in Fig. 3. We had previously demonstrated that Sirt3 gene deletion-induced mitochondrial injury leads to inflammasome formation in the brain^8^. Amyloid pathology is also known to induce neuroinflammation^17^. 

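Serpina3k is a serine protease inhibitor of the acute-phase family, and Clec7a is a pattern receptor of activated microglia. Serpina3k (ENSMUSG00000058207, chromosome 12 from 104338486 to 104346144) was 0.664 ± 0.0351 (SD, n = 3) CPM in WT, 0.144 ± 0.0403 (SD, n = 3) in Sirt3-/-, 1.94 ± 1.13 (SD, n = 3) in APP/PS1 and 2.33 ± 1.24 (SD, n = 3) in APP/PS1/Sirt3-/-. For Serpina3k, APP/PS1 averaged over both Sirt3 genotypes (6 libraries against 6) gave a rise by a log2 fold change of 2.75 (standard error 0.40, adjusted p = 0.0157 from edgeR). It lost this call without WT replicate 4 (0.0549) and without APP/PS1/Sirt3-/- replicate 1 (0.0517), within a range of 1.25e-06 to 0.0549 over the alternatives set before. With markers of brain regions as covariates, chosen after seeing the data, it did not pass either (0.789), with a log2 fold change of 2.15. Against WT alone its log2 fold changes were 1.54 in APP/PS1 and 1.80 in APP/PS1/Sirt3-/- (adjusted p = 0.162 and 0.0771 from edgeR). Serpina3n, its relative in reactive astrocytes, was 12.2 ± 2.09 (SD, n = 3) CPM in WT and 21.4 ± 8.27 (SD, n = 3) in APP/PS1 (adjusted p = 0.145 from edgeR).

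Clec7a (ENSMUSG00000079293, chromosome 6 from 129461591 to 129472777) was 0.135 ± 0.182 (SD, n = 3) CPM in WT, and 1.23, 3.35 and 0.171 CPM in replicates 1, 2 and 4 labelled APP/PS1. In APP/PS1/Sirt3-/- it was 1.57 ± 0.265 (SD, n = 3) CPM. Its averaged log2 fold change was 3.01 (standard error 0.66, adjusted p = 0.0412 from edgeR); 6 of 16 alternatives kept the call, with adjusted p from 2.80e-04 to 0.111. For Clec7a, APP/PS1 averaged over both Sirt3 genotypes did not pass with the brain region markers (0.981) or without the 2 libraries labelled APP/PS1/Sirt3-/- that hold Sirt3 reads (0.0657). From 7 reads in WT, the ratio of reads was 10.4 in APP/PS1 (95% interval 4.82 to 26.7, exact for counts, covering counting error only). Trem2, the microglial receptor that signals through Tyrobp, was 17.9 ± 1.21 (SD, n = 3) CPM in WT and 29.6 ± 15.9 (SD, n = 3) in APP/PS1 (adjusted p = 0.257 from edgeR). Of 28 genes of disease-associated microglia, some of which the study names, 27 were higher with APP/PS1 on average. Of these, 4 passed over all genes and 18 when adjusted over the list alone. Camera of limma gave adjusted p = 5.50e-09 for the list, and adjusted p = 0.507 with an estimated correlation.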

As expected, many among the upregulated genes were inflammatory mediators including serpin, CCL3, Clec7a, Tyrobp and C3. 

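Cst7 encodes cystatin F, an inhibitor of lysosomal proteases in immune cells. Cst7 (ENSMUSG00000068129, chromosome 2 from 150570415 to 150578944) was 0.13 ± 0.113 (SD, n = 3) CPM in WT, from 6 reads in all, and 0.251 ± 0.227 (SD, n = 3) in Sirt3-/-. In the libraries labelled APP/PS1 it was 2.94, 15.6 and 0.0571 CPM in replicates 1, 2 and 4. The mean of APP/PS1 was 47.8-fold that of WT (SD 63.8), and a single library decides it: without APP/PS1 replicate 2 the fold was 11.6, and without replicate 4 it was 71.6. The ratio of reads was 46.5 (95% interval 21.1 to 128, counting error only). The log2 fold change was 5.54 (standard error 1.64, adjusted p = 0.167 from edgeR). Of the alternatives, DESeq2 on all 12 libraries passed (adjusted p = 0.0271, in a range from 0.0271 to 0.351). The authors' deposited table does not call Cst7 in APP/PS1 against WT (adjusted p = 0.48 from DESeq2). An exact two-sided permutation test of the 3 APP/PS1 libraries against the 3 WT libraries gave p = 0.3, where 0.1 is the smallest it can give.

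**Figure D2:**
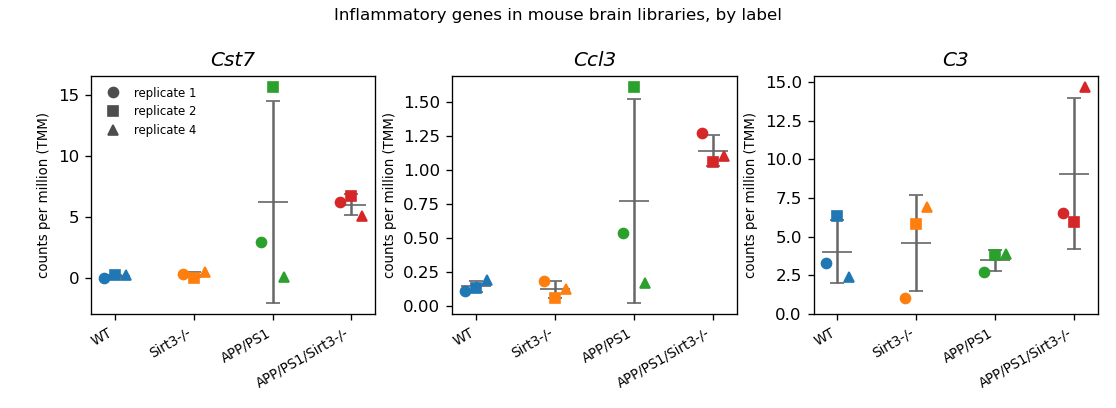
CPM (TMM) of Cst7, Ccl3 and C3 in each library, by labelled group; circles, squares and triangles are replicates 1, 2 and 4, and bars are mean ± SD. The 3 libraries labelled APP/PS1 spread from 0.0571 to 15.6 CPM for Cst7.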

Cystatin F was induced by ~ 50 fold by amyloid deposition. The levels of chemokine CCL3 and itgax, also known as CD11C were induced by ten and five-fold respectively (Fig. 3B). 

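Ccl3 is a chemokine that attracts macrophages, and Itgax is the integrin alpha X chain of CD11c. Ccl3 (ENSMUSG00000000982, chromosome 11 from 83647844 to 83649355) was 0.146 ± 0.0397 (SD, n = 3) CPM in WT and 0.535, 1.61 and 0.171 CPM in replicates 1, 2 and 4 labelled APP/PS1. The mean was 5.29-fold that of WT (SD 5.12), 2.42-fold without APP/PS1 replicate 2 and 7.35-fold without replicate 4. The log2 fold change was 2.32 (standard error 0.73, adjusted p = 0.161 from edgeR). Averaged over both Sirt3 genotypes it was 2.73 (standard error 0.51, adjusted p = 0.0245 from edgeR), a call that 8 of 16 alternatives kept (adjusted p from 6.16e-04 to 0.0761). For Ccl3, APP/PS1 averaged over both Sirt3 genotypes did not pass with markers of brain regions as covariates (0.655). WT held 7 Ccl3 reads in all, and the 95% interval of the ratio of reads was 2.24 to 13.4.

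Itgax (ENSMUSG00000030789, chromosome 7 from 128129547 to 128150656) was 0.47 ± 0.155 (SD, n = 3) CPM in WT, 0.262 ± 0.143 (SD, n = 3) in Sirt3-/-, and 1.02, 6.37 and 0.228 CPM in replicates 1, 2 and 4 labelled APP/PS1. The mean was 5.40-fold that of WT (SD 7.11), and 1.32-fold without APP/PS1 replicate 2. Its log2 fold change was 2.38 (standard error 0.94, adjusted p = 0.236 from edgeR), and 0 of 18 alternatives passed.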

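Cd83 is a membrane protein of mature dendritic cells and activated microglia, and Tyrobp is the adaptor of several microglial receptors. Cd83 (ENSMUSG00000015396, chromosome 13 from 43785107 to 43803130) was 10.6 ± 1.92 (SD, n = 3) CPM in WT, 12.3 ± 3.53 (SD, n = 3) in Sirt3-/-, 21.8 ± 2.31 (SD, n = 3) in APP/PS1 and 23.0 ± 4.06 (SD, n = 3) in APP/PS1/Sirt3-/-. Between APP/PS1 and WT the log2 fold change was 1.04 (standard error 0.20, adjusted p = 0.069 from edgeR); the 3 libraries of each group did not overlap, and 7 of 19 alternatives passed (adjusted p from 3.28e-08 to 0.231). Averaged over both Sirt3 genotypes, Cd83 rose by a log2 fold change of 0.97 (standard error 0.14, adjusted p = 0.016 from edgeR), a call lost without WT replicate 4 (0.0577) and without APP/PS1/Sirt3-/- replicate 1 (0.0569), in a range from 7.10e-08 to 0.0577. For Cd83, APP/PS1 averaged over both Sirt3 genotypes did not pass with markers of brain regions as covariates (0.264), where its log2 fold change was 0.69; thalamic markers were higher with APP/PS1.

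Tyrobp (ENSMUSG00000030579, chromosome 7 from 30413788 to 30417577) was 12.0 ± 0.828 (SD, n = 3) CPM in WT and 10.5 ± 1.71 (SD, n = 3) in Sirt3-/-. It was 15.1, 31.9 and 9.24 CPM in replicates 1, 2 and 4 labelled APP/PS1. The log2 fold change was 0.64 (standard error 0.35, adjusted p = 0.384 from edgeR), and 0 of 19 alternatives passed.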

CD83, a surface marker for matured dendritic cells and Tyrobp were induced modestly. These inflammatory markers did not change further when superimposed with MetS. However, the levels of complement protein C3 were elevated significantly more in comorbid AD mouse brain, compared to APP/PS1 mice, suggesting the role of Sirt3 downregulation. 

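Cst7 was 5.97 ± 0.853 (SD, n = 3) CPM in the libraries labelled APP/PS1/Sirt3-/-, with a log2 fold change against APP/PS1 of -0.04 (standard error 1.03). For Itgax, at 2.66 ± 0.601 (SD, n = 3) CPM in APP/PS1/Sirt3-/-, this log2 fold change was 0.09 (standard error 0.78), for Cd83 0.08 (0.19), and for Tyrobp, at 18.8 ± 1.07 (SD, n = 3) CPM, 0.01 (0.34). Ccl3 was 1.14 ± 0.113 (SD, n = 3) CPM in APP/PS1/Sirt3-/-, with a log2 fold change against APP/PS1 of 0.59 (standard error 0.54). The adjusted p values from edgeR ran from 0.974 to 0.997, and none of the alternatives passed for any of these 5 genes. Against WT, Cd83 rose in APP/PS1/Sirt3-/- by a log2 fold change of 1.12 (standard error 0.20, adjusted p = 0.0317 from edgeR). It kept this call under 13 of 19 alternatives (adjusted p from 4.38e-07 to 0.136) and lost it without WT replicate 1, 2 or 4, APP/PS1 replicate 2, or APP/PS1/Sirt3-/- replicate 1 or 2 (adjusted p from 0.00126 to 0.136 when 1 library was left out). This call too ended with markers of brain regions as covariates (0.645). Ccl3 against WT was 2.91 (adjusted p = 0.058 from edgeR) and Cst7 5.50 (adjusted p = 0.115 from edgeR). A p that misses the threshold does not show that the groups were alike, and the spread within APP/PS1 leaves wide standard errors.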

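C3 encodes the complement component on which all complement pathways converge. C3 (ENSMUSG00000024164, chromosome 17 from 57203970 to 57228136) was 4.01 ± 2.04 (SD, n = 3) CPM in WT, 4.58 ± 3.1 (SD, n = 3) in Sirt3-/- and 3.45 ± 0.673 (SD, n = 3) in APP/PS1. In the libraries labelled APP/PS1/Sirt3-/- it was 6.52, 5.96 and 14.7 CPM in replicates 1, 2 and 4, each above every APP/PS1 library (exact two-sided permutation test, p = 0.1, the smallest it can give). The log2 fold change of APP/PS1/Sirt3-/- against APP/PS1 was 1.39 (standard error 0.61, adjusted p = 0.974 from edgeR). DESeq2 on those 2 groups passed (adjusted p = 0.0303), in a range from 0.0303 to 1.0 over the alternatives. The interaction was 1.20 (standard error 0.87, adjusted p = 0.852 from edgeR). Of 17 complement genes, 10 were higher in APP/PS1/Sirt3-/- than in APP/PS1, with a median log2 fold change of 0.02 and a limma camera adjusted p = 0.291. Replicates 1 and 4 of APP/PS1/Sirt3-/- hold Sirt3 reads and the library with the most C3 is replicate 4.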

Decreases (*P* < 0.01) in the expression of diacyl glycerol kinase were observed in AD and comorbid AD mouse brain. This enzyme plays significant roles in brain function including cognition^18^. 

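Diacylglycerol kinases turn the lipid messenger diacylglycerol into phosphatidic acid, and 10 of their genes were measured, since the paper's text does not name the isoform. Dgkh (ENSMUSG00000034731, chromosome 14 from 78569609 to 78725089) was 14.3 ± 2.46 (SD, n = 3) CPM in WT, 16.4 ± 1.74 (SD, n = 3) in Sirt3-/-, 7.54 ± 3.1 (SD, n = 3) in APP/PS1 and 8.54 ± 0.375 (SD, n = 3) in APP/PS1/Sirt3-/-. Averaged over both Sirt3 genotypes, Dgkh fell with APP/PS1 by a log2 fold change of -0.93 (standard error 0.17, adjusted p = 0.0241 from edgeR), a call that 9 of 17 alternatives kept (adjusted p from 1.72e-05 to 0.0761). For Dgkh, APP/PS1 averaged over both Sirt3 genotypes did not pass with markers of brain regions as covariates (0.687), or without the 2 libraries labelled APP/PS1/Sirt3-/- that hold Sirt3 reads or these and APP/PS1 replicate 4 (0.0527 and 0.102). Against WT alone its log2 fold change was -0.91 (standard error 0.24, adjusted p = 0.115 from edgeR) in APP/PS1 and -0.74 (standard error 0.23, adjusted p = 0.112 from edgeR) in APP/PS1/Sirt3-/-. DESeq2 on all 12 libraries passed for both (adjusted p = 0.0118 and 0.0354, in ranges from 0.00583 to 0.278 and 0.0018 to 0.255).

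Dgkz, an isoform abundant in neurons, was 791 ± 8.63 (SD, n = 3) CPM in WT, 578 ± 56.9 (SD, n = 3) in APP/PS1 and 590.3 ± 124 (SD, n = 3) in APP/PS1/Sirt3-/- (adjusted p = 0.253 and 0.234 from edgeR against WT). Dgki had log2 fold changes of -0.57 and -0.29 (adjusted p = 0.159 and 0.369 from edgeR). Dgkk was 0.443 ± 0.243 (SD, n = 3) CPM in WT, and higher at 6.13 ± 1.86 (SD, n = 3) in APP/PS1 and 10.1 ± 0.723 (SD, n = 3) in APP/PS1/Sirt3-/-, without passing (adjusted p = 0.133 and 0.0575 from edgeR); it passed in 5 of 18 alternatives (1.34e-14 to 0.293) and 5 of 18 (1.04e-28 to 0.191), and Dgkz in 2 of 19 (7.47e-07 to 0.467) and 1 of 19 (0.0267 to 0.509), on the 2 groups alone. Over all genes, edgeR called 0 of the 10 in either comparison. For the list as a whole, limma's camera gave adjusted p = 0.341 in APP/PS1 and 0.837 in APP/PS1/Sirt3-/-, where the mean of the members was above 0 and their median below.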

A key hit among the downregulated genes because of Sirt3 gene deletion was insulin-degrading enzyme (IDE) which plays a regulatory role in insulin turnover as well as degradation of Aβ peptide. 

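Ide encodes insulin-degrading enzyme, a metalloprotease that cleaves insulin and amyloid peptides. Ide (ENSMUSG00000056999, chromosome 19 from 37268743 to 37337852, protein-coding) was 72.9 ± 9.45 (SD, n = 3) CPM in WT, 80.3 ± 5.82 (SD, n = 3) in APP/PS1 and 38.7 ± 3.1 (SD, n = 3) in Sirt3-/-. In the libraries labelled APP/PS1/Sirt3-/- it was 38.6, 63.3 and 38.8 CPM in replicates 1, 2 and 4; replicate 2, with the most Ide, is the library with the least Sirt3. With Sirt3 deletion averaged over both backgrounds, Ide fell by a log2 fold change of -0.84 (standard error 0.12, adjusted p = 0.0384 from edgeR). Among the alternatives, 8 of 17 kept this call, with adjusted p from 1.21e-08 to 0.121; 8 of the 12 fits that left out 1 library lost it. For Ide, Sirt3 deletion averaged over both backgrounds did not pass with sex as a covariate (0.0581) or with markers of brain regions as covariates (0.364), both chosen after seeing the data. Fgfbp3, a secreted carrier of fibroblast growth factors (ENSMUSG00000047632, chromosome 19 from 36917550 to 36919615), lies on the same chromosome within 1 Mb of Ide. It was 11.2 ± 1.7 (SD, n = 3) CPM in WT, 11.9 ± 0.45 (SD, n = 3) in APP/PS1, 5.42 ± 0.813 (SD, n = 3) in Sirt3-/- and 5.97 ± 0.67 (SD, n = 3) in APP/PS1/Sirt3-/-, an averaged log2 fold change of -1.02 (standard error 0.11, adjusted p = 9.12e-04 from edgeR). This call held in 17 of 17 alternatives (5.56e-13 to 0.00572), and not with markers of brain regions as covariates (adjusted p = 0.183 from edgeR). Those covariates leave few degrees of freedom, so the lost calls of Ide and Fgfbp3 do not tell brain region from genotype. Of 22 genes of amyloid-beta degradation and clearance, Ide among them, 1 fell and 0 rose over all genes in the averaged comparison (2 fell and 1 rose when adjusted over the list alone).

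**Figure D3:**
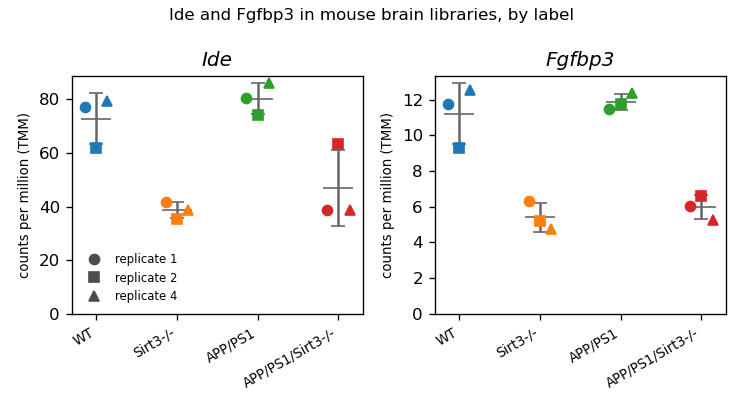
CPM (TMM) of Ide and Fgfbp3 in each library, by labelled group; circles, squares and triangles are replicates 1, 2 and 4, and bars are mean ± SD. Both genes are lower in Sirt3-/- than in WT, and replicate 2 labelled APP/PS1/Sirt3-/- has the highest Ide of its group.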

The decreases were ~ 50% (*P* < 0.01) in Sirt3^-/-^ and APP/PS1/Sirt3^-/-^ mouse brain samples (Fig. 3A).

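Ide was 46.9% lower in Sirt3-/- than in WT (SD 4.25, n = 3) and 35.6% lower in the libraries labelled APP/PS1/Sirt3-/- (SD 19.5, n = 3). The log2 fold changes were -0.91 (standard error 0.18, adjusted p = 0.0635 from edgeR) and -0.63 (standard error 0.17, adjusted p = 0.0861 from edgeR). For Sirt3-/-, 5 of 19 alternatives passed, with adjusted p from 2.31e-09 to 0.231, among them DESeq2 on the same 2 groups. For APP/PS1/Sirt3-/-, 3 of 19 passed, with adjusted p from 0.00953 to 0.24; without APP/PS1/Sirt3-/- replicate 2 the log2 fold change was -0.91 (adjusted p = 0.00953 from edgeR). Against APP/PS1, Ide in APP/PS1/Sirt3-/- had a log2 fold change of -0.77 (standard error 0.17, adjusted p = 0.974 from edgeR); 3 of 19 alternatives passed, with adjusted p from 0.00203 to 1.0, which were DESeq2 on all 12 libraries or on the 2 groups, and edgeR without APP/PS1/Sirt3-/- replicate 2. The 3 Sirt3-/- libraries lay below every WT library (exact two-sided permutation test, p = 0.1, the smallest it can give). Replicate 2 labelled APP/PS1/Sirt3-/- lay within the range of WT (p = 0.2 from the same exact test).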

**Figure 3:**
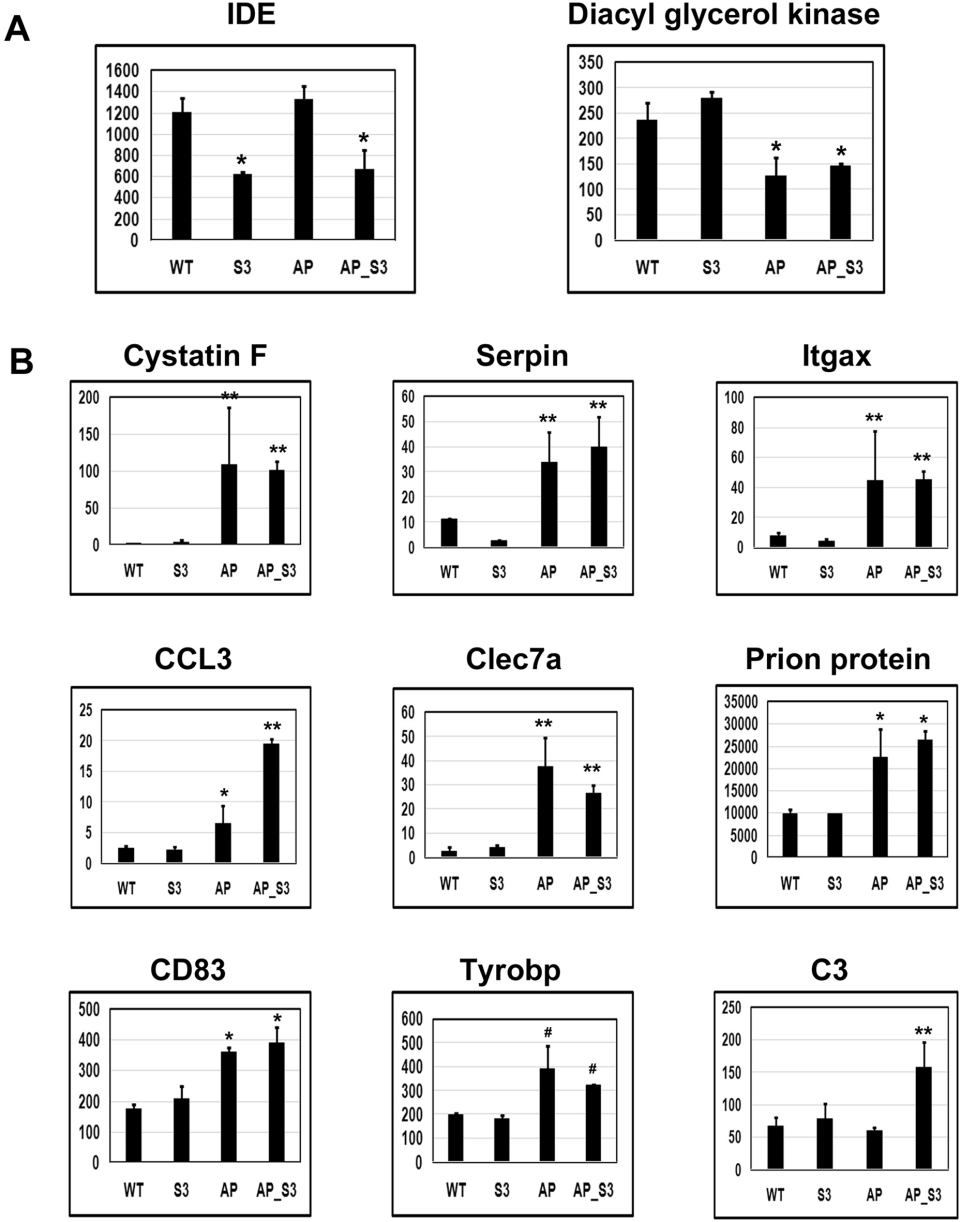
Altered gene expression by Sirt3 gene deletion and amyloid plaque deposition. RNA-seq reads for selected downregulated (**A**) and upregulated (**B**) genes are presented for wild type (**WT**), Sirt3^-/-^ (**S3**), APP/PS1 (**AP**) and APP/PS1/Sirt3^-/-^ (**AP_S3**) mouse brain samples. Data are presented as mean ± SE of 3 samples. ^#^*P* < 0.05; *P < 0.01 and **P < 0.001 compared to wild type mice.

### Pathway analysis of differentially expressed genes

GO and KEGG pathway analyses were performed with the differentially expressed genes. The web-based DAVID Bioinformatics Resources v 6.8 tool was employed (https://david.ncifcrf.gov). 

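The energy metabolism, inflammation, amyloid and insulin gene lists were compared between APP/PS1/Sirt3-/- and APP/PS1, the comparison with the amyloid background held constant. The 74 genes of the nuclear-encoded respiratory chain had a median log2 fold change of -0.10, with 63 lower, a limma camera adjusted p = 1.51e-07 and adjusted p = 0.862 with an estimated correlation. Those encoded by the mitochondrial genome were lower for 11 of 12, at a median of -0.11 (limma camera adjusted p = 0.00811, and adjusted p = 0.862 with an estimated correlation). JAK-STAT signaling genes had a median of 0.10, with 13 of 18 higher (limma camera adjusted p = 0.0342, and adjusted p = 0.442 with an estimated correlation). Insulin signaling genes had a median of 0.04 over 38 genes (limma camera adjusted p = 0.336). Genes of amyloid-beta degradation and clearance had a median of -0.02 over 22 (limma camera adjusted p = 0.384). In none of these lists did a gene pass over all genes. Of the 39 lists, camera called 9 here at the preset correlation, and 4 without APP/PS1 replicate 4; 0 were called with the estimated correlation and 0 by fry. The lists are shorter than the KEGG pathways the paper used, and its enrichment was not repeated.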

Overall, MetS-mediated gene expression changes in AD background were primarily involved in metabolic, inflammation, AD and insulin signaling pathways (Fig. 4). Out of 25,000 genes, 1599 genes in metabolic pathways, ~ 1000 genes in inflammatory pathways (292 genes in cytokine-cytokine receptor interaction; 292 genes in MAPK signaling pathway; 192 genes in chemokine signaling pathway; 168 genes in JAK-STAT signaling pathway; 137 genes in oxidative phosphorylation; 105 genes in NF-κB signaling pathway), 381 genes in amyloid pathway and 139 genes in insulin signaling pathway were significantly dysregulated in APP/PS1/Sirt3^-/-^ mice (Table 1). These results are in line with our previous findings that metabolic and inflammatory pathways are dysregulated in comorbid-AD mouse model (APP/PS1/Sirt3^-/-^)^7^.

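In the libraries labelled APP/PS1/Sirt3-/- against WT, Foxo3, a transcription factor restrained by insulin signaling (ENSMUSG00000048756, chromosome 10 from 42181841 to 42276755), fell by a log2 fold change of -0.54 (standard error 0.09, adjusted p = 0.0257 from edgeR), the only one of 38 insulin signaling genes to pass over all genes. It stayed under 0.05 in 14 of 19 alternatives (9.57e-09 to 0.124), not without any 1 of the WT libraries or without APP/PS1/Sirt3-/- replicate 1 or 2, and not with markers of brain regions as covariates (adjusted p = 0.964 from edgeR). The list had a limma camera adjusted p = 0.0746. Grb10, an adaptor of the insulin receptor, had a log2 fold change of 0.93 (adjusted p = 0.0589 from edgeR). Respiratory chain genes had a median log2 fold change of 0.08, with 60 of 74 higher and 0 past the threshold (limma camera adjusted p = 0.00474, and adjusted p = 0.751 with an estimated correlation). Tricarboxylic acid cycle genes were higher for 20 of 25, at a median of 0.11 (limma camera adjusted p = 0.0108, and adjusted p = 0.751 with an estimated correlation). MAPK signaling genes were lower for 18 of 28, at a median of -0.10 (limma camera adjusted p = 0.0297, and adjusted p = 0.751 with an estimated correlation). For the 27 cytokine and chemokine receptors limma's camera gave adjusted p = 0.434, for the 18 JAK-STAT genes 0.881, for the 16 inflammasome and innate cytokine genes 0.961, and for the 15 amyloid production genes 0.517. Camera called 12 of the 39 lists in this comparison, none with the estimated correlation, and the respiratory chain, tricarboxylic acid cycle and MAPK lists each lost their call without WT replicate 1 (0.718 and 0.162) or APP/PS1/Sirt3-/- replicate 1 (0.119).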

**Figure 4:**
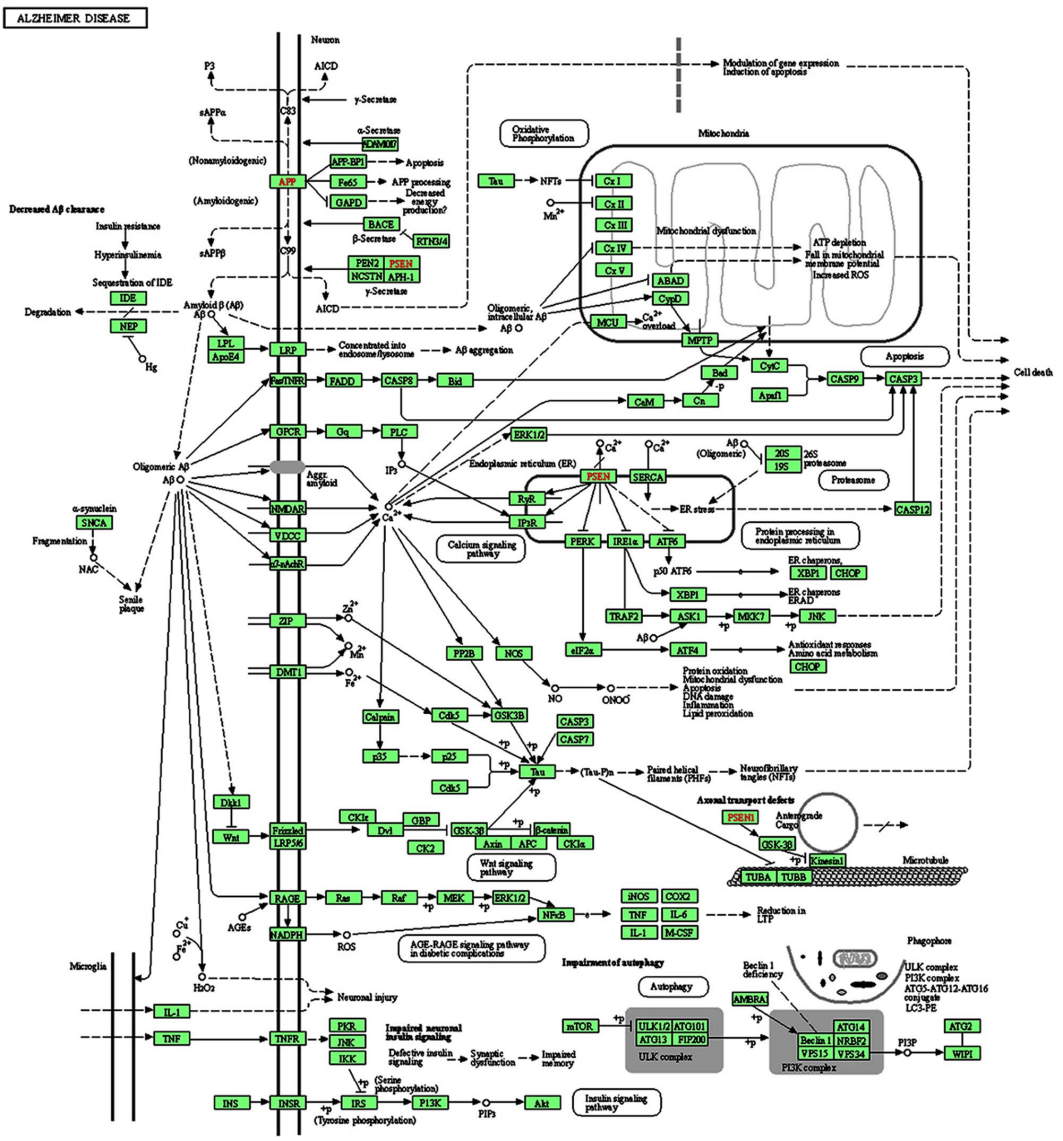
Pathway analysis: The differentially expressed genes (DEGs, 25,000) from wild type, Sirt3^-/-^, APP/PS1 and APP/PS1/Sirt3^-/-^ mouse brain samples were uploaded into the DAVID database (https://david.ncifcrf.gov/) for KEGG-GO pathway enrichment analysis in APP/PS1/Sirt3^-/-^ (comorbid-AD) mice. Enrichment analysis of KEGG revealed that DEGs were primarily involved in metabolic, inflammation, Alzheimer disease (AD) and insulin signaling pathways. A representative AD cascade pathway was obtained from KEGG Pathway Maps^19^**.** For the functional annotation of differentially expressed genes, the web-based DAVID Bioinformatics Resources v 6.8 tool was used (https://david.ncifcrf.gov).

**Table 1:** KEGG-GO pathways of altered genes in APP/PS1/Sirt3^-/-^ (comorbid-AD) mice.

Pathways	Gene count	*P* value
Metabolic pathways	1599	9.9E-23
**Inflammatory pathways**		
Cytokine-cytokine receptor interaction	292	1.5E-5
MAPK signaling pathway	292	5.4E-4
Chemokine signaling pathway	192	1.2E-3
JAK-STAT signaling pathway	168	3.3E-3
Oxidative phosphorylation	137	5.0E-2
NF-κB signaling pathway	105	4.4E-2
Alzheimer disease	381	1.5E-5
Insulin signaling pathway	139	5.0E-2

The significance of enrichment (*P* value) is shown in the table.

### Effects of calorie overload on the regulation of SIRT3 and IDE

Calorie overload is generally used to induce MetS in animal models. We had previously examined the effects of feeding western diet enriched in saturated fat and simple sugars in Sirt3^-/-^^8^ and APP/PS1^15^ mice. These mice were characterized by hyperinsulinemia, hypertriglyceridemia and weight gain. Calorie overload also led to decrease of SIRT3 levels in the brain. To determine if a decrease in SIRT3 causes parallel change in the IDE levels, Western blot analysis of the brain samples was performed. In Sirt3^-/-^ mouse brain samples, IDE levels decreased, especially following western diet feeding by 33% (*P* < 0.01; Fig. 5A,C). Plasma IDE also decreased by 48% (*P* < 0.001) in these mice (Fig. 5E). Western diet feeding in APP/PS1 mice resulted in ~ 50% decreases in the levels of SIRT3 as well as IDE (*P* < 0.001; Fig. 5B,D). However, the plasma levels of IDE in these mice decreased modestly (24%; *P* < 0.05; Fig. 5F).

**Figure 5:**
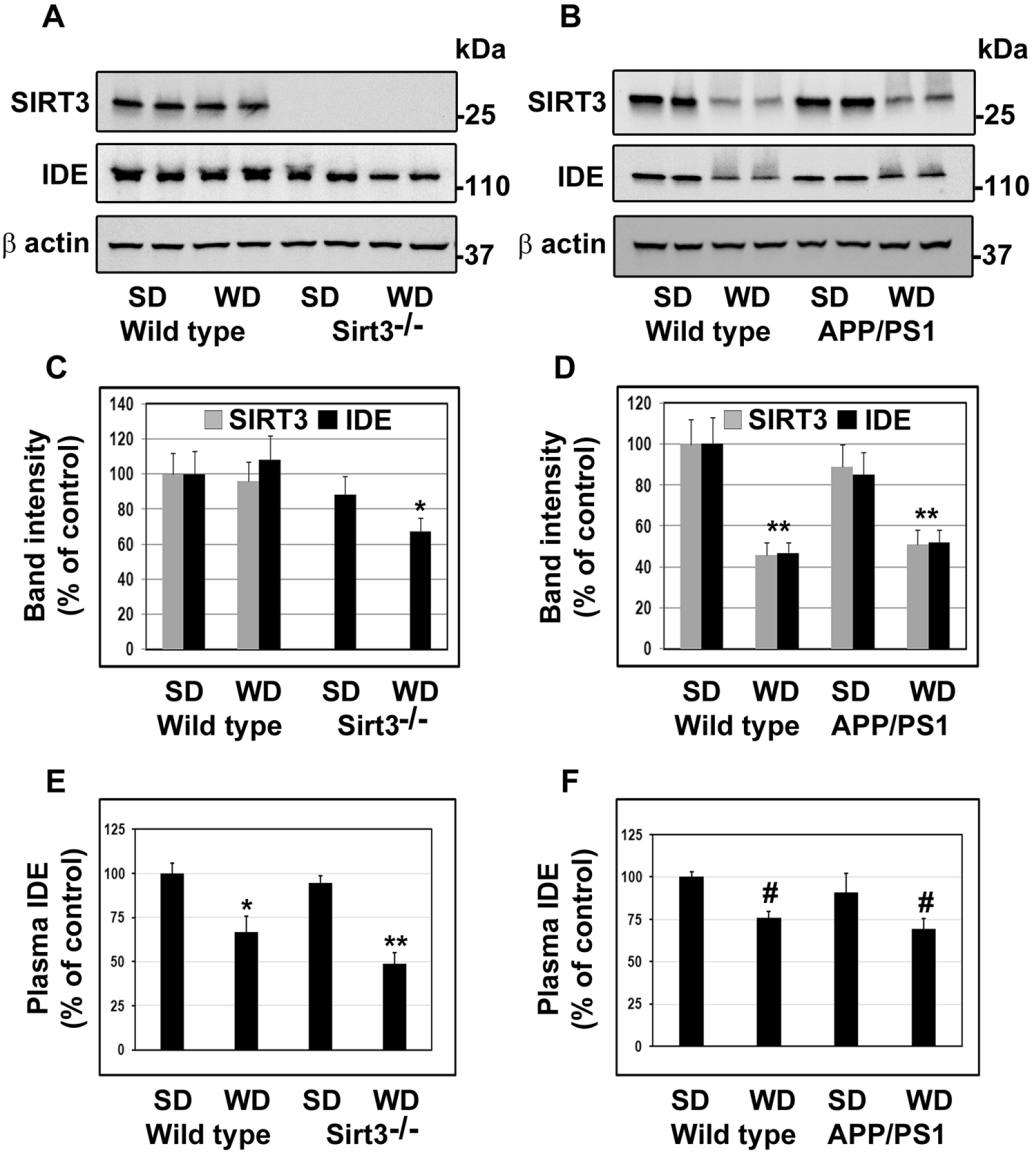
Effects of calorie overload on the levels of SIRT3 and IDE. Two-month-old male wild type and Sirt3^-/-^ mice were fed a standard diet (SD) or western diet (WD) for 4 months (**A**,**C** and **E**). 6 weeks-old Wild type (WT) and APP/PS1 male mice were fed on standard diet (SD) or energy-rich western diet (WD) for 7 months (**B,D** and **F**). Mouse cortical samples from the four groups of mice were collected for the Western blot analysis of SIRT3 and IDE (**A**,**B**). Representative cropped images are presented for clarity and conciseness while the composite color images of full blots are presented in Supplementary Figure. The band intensities were determined by scanning, corrected for β actin levels, and expressed as percent of control. (**C**,**D**). Plasma was separated from the collected blood samples for the assay of IDE by ELISA (**E**,**F**). Data are expressed as mean of ± SE (n = 6) for each group. #, *P* < 0.05; *, *P* < 0.01; **, *P* < 0.001 versus WT mice on standard diet.

### In vivo effects of SIRT3 activation by NR

SIRT3 is activated by nicotinamide adenine dinucleotide (NAD+). To increase the cellular content of NAD+ , its precursor, nicotinamide riboside (NR) is generally administered. In the current study, treatment of wild type mice with NR resulted in the upregulation of Aβ degrading enzymes namely IDE (65%; *P* < 0.01), neprilysin (47%; *P* < 0.05). In addition, the levels of BACE1 which generates Aβ decreased significantly (46%; *P* < 0.05; Fig. 6A,B). Increases in SIRT3 levels (72%; *P* < 0.01) were also observed, suggesting autoregulation of SIRT3 expression following its activation. IDE activity measured by a fluorometric assay showed an increase of 84% parallel to the protein levels (*P* < 0.01; Fig. 6C). The plasma levels of IDE were elevated (52%; *P* < 0.01) following NR treatment (Fig. 6D). Taken together, these findings support the role of SIRT3 in reducing amyloid plaque deposition through multiple pathways.

**Figure 6:**
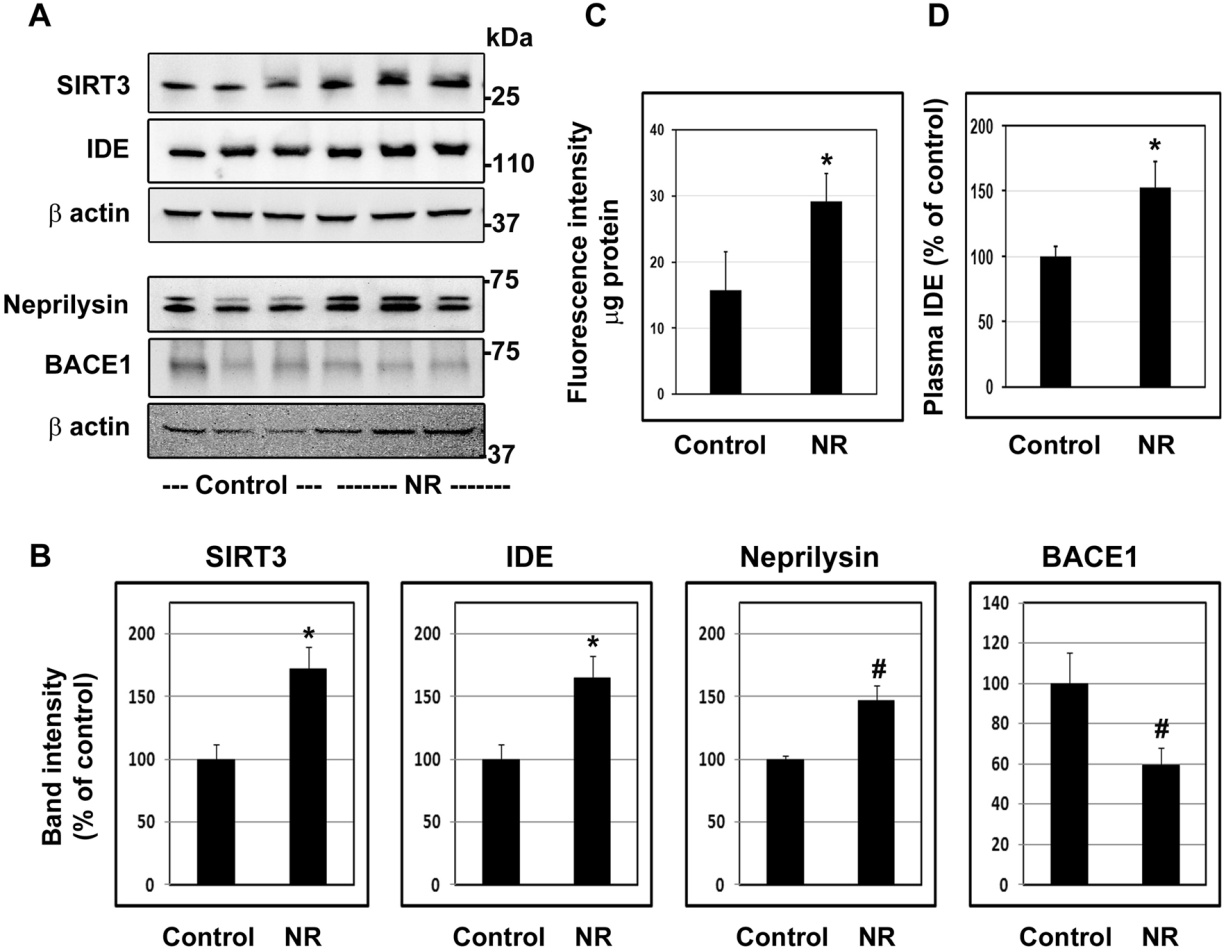
In vivo effects of SIRT3 activation by NR. Seven-month-old C57BL/6 male mice (WT, 6/group) were fed regular chow or diet supplemented with NR (0.4% W/W) for 3 months. The mice were sacrificed, and cortical samples and blood were collected. Western blot analysis was performed to determine the levels of SIRT3, IDE, neprilysin and BACE1 (**A**). Representative cropped images are presented for clarity and conciseness while the composite color images of full blots are presented in Supplementary Figure. The band intensities were measured by scanning and corrected for the levels of β actin. (**B**). IDE activity was measured with the cortical samples by a fluorometric assay. The activities were expressed as fluorescence units per µg protein (**C**). Plasma was separated from the blood samples and IDE levels were determined by ELISA (**D**). Mean ± SE of 6 samples are presented. #, *P* < 0.05; *, *P* < 0.01; **, *P* < 0.001 compared to Control untreated mice. NR, nicotinamide riboside.

### Effects of SIRT3 activation by NR in cultured mouse microglial cell line

Next, we tested the effects of SIRT3 activation in BV2 cells, a mouse microglial cell line. We also used a BV2 cell line in which SIRT3 expression is significantly reduced by shRNA approach. We observed dose-dependent upregulation of SIRT3 levels in both cell lines. Activation of SIRT3 resulted in the upregulation of SIRT3 itself as like in vivo study. For example, there was a 78% increase of SIRT3 levels in BV2 cells after treatment with 2 mM NR for 24 h. In shSirt3 BV2 cells the basal SIRT3 levels were 47% less whereas after 24 h treatment with 2 mM NR, SIRT3 levels increased by 64% (Fig. 7A,C). Similarly, there were significant (*P* < 0.05—*P* < 0.01) increases in IDE levels, suggesting Sirt3-mediated induction. This effect was more pronounced in shSirt3 BV2 cells with an increase of 64% (*P* < 0.01). NR action on SIRT3 and IDE was more at 24 h compared to 48 h. At 48, there was no induction of SIRT3 by NR and IDE induction was modest (Fig. 7B,D). It appears that after initial induction, these proteins expression reached at their steady state level.

**Figure 7:**
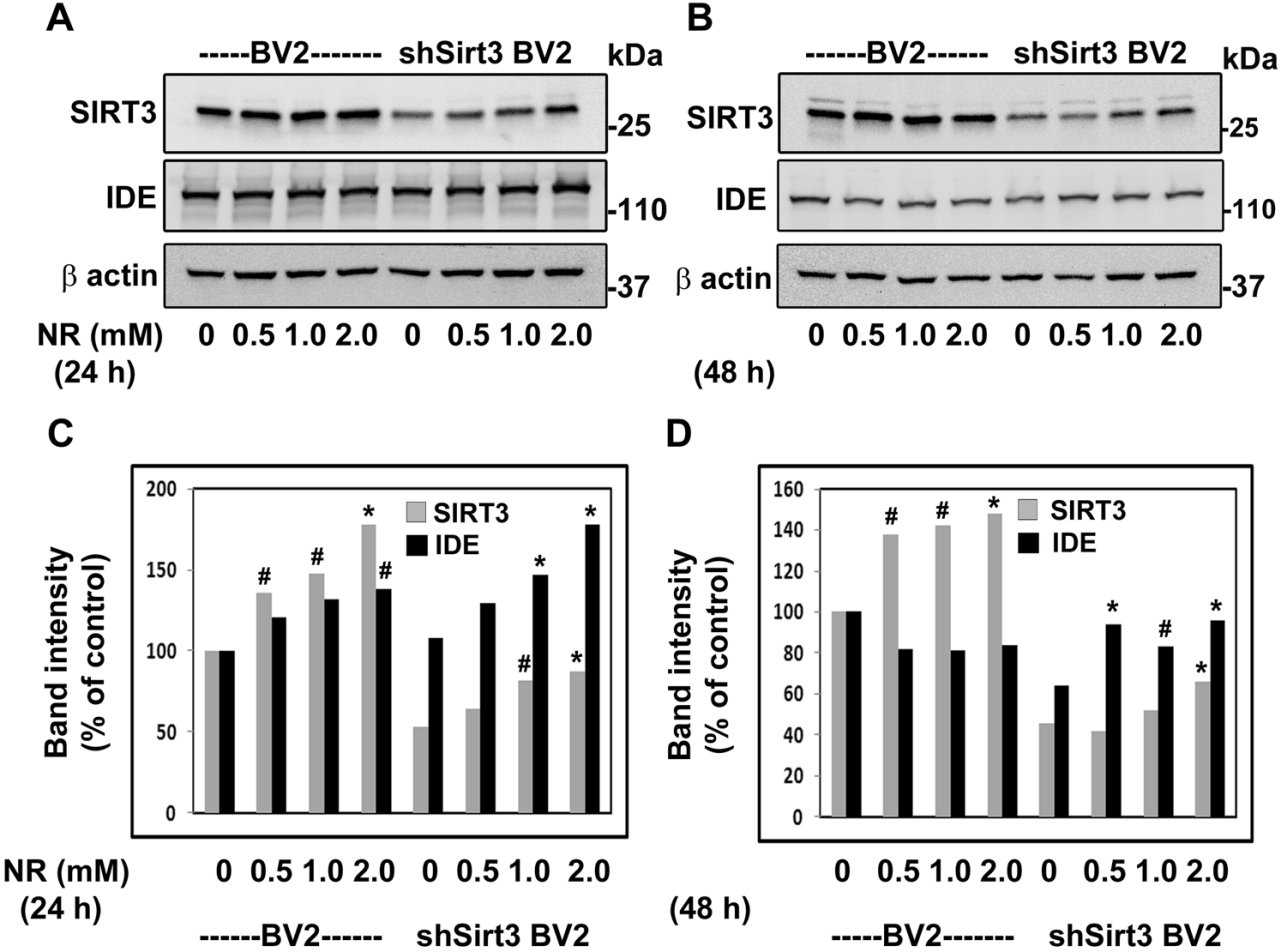
Effects of SIRT3 activation by NR in cultured mouse microglial cell line: BV2 and Sirt3-silenced shSirt3BV2 cells were cultured in the absence and presence of increasing concentrations of nicotinamide riboside (NR) for 24 h (**A**,**C**) and 48 h (**B**,**D**). The cell lysates were prepared and immunoblotted for SIRT3 and IDE (**A**,**B**). Representative cropped images are presented for clarity and conciseness while the composite color images of full blots are presented in Supplementary Figure. The blots were quantitated by scanning and corrected for the levels of β actin (**C**,**D**). Mean ± SE of results from 3 independent experiments are presented. *#, P* < 0.05; *, *P* < 0.01; **, *P* < 0.001 versus untreated control in respective cell lines, compared to Control untreated mice.

## Discussion

Sirt3^-/-^ mouse is a well-studied model to investigate the effects of MetS^8,11,20,21^. Previous studies with this model have focused mainly on the peripheral tissues. We had reported for the first time that MetS syndrome causes decreased mitochondrial function and neuroinflammation in the brain^8^. Subsequently, we generated a novel mouse model for comorbid AD, by silencing Sirt3 gene in APP/PS1 mice, an Alzheimer’s mouse model with amyloid pathology^7^. We observed in these AD mice, exacerbation of plaque deposition, neuroinflammation and astrogliosis when superimposed with MetS. To further understand how amyloid pathology and MetS interact at the molecular level, we performed RNA-seq analysis of the brain samples in the current study. We observed modulation of genes in the metabolic and inflammatory pathways because of Sirt3 gene deletion, suggesting that MetS can interact with amyloid pathology in the brain. A key finding of this study is the decreased expression of IDE following Sirt3 gene deletion. The relationship between SIRT3 and IDE was further tested in mice by feeding western diet or by treatment with NR, an activator of Sirt3. Diet-induced MetS decreased SIRT3 and IDE in wild type as well as in Alzheimer’s background. Activation of SIRT3 by treatment with NR in vivo and in cultured BV2 cells resulted in induction of IDE. IDE is involved in insulin homeostasis and its downregulation leads to insulin resistance^22^. IDE is also one of the enzymes that degrades Aβ peptide^23,24^. Similarly, the levels of neprilysin were elevated whereas BACE1 levels decreased following NR-mediated SIRT3 activation in vivo. Therefore, our findings suggest that Sirt3 deficiency as in MetS can exacerbate amyloid deposition in addition to interaction with AD through insulin resistance, mitochondrial dysfunction and neuroinflammation.

AD is characterized by extracellular amyloid plaques and intracellular neurofibrillary tangles^25,26^. There are also additional factors including mitochondrial dysfunction, insulin resistance, metabolic dysregulation and neuroinflammation that contribute to cognitive decline in AD^10,27,28^. Because of the complex nature of this disease, more than 100 clinical trials targeting individual pathology have failed. Recent studies have shown that the pure form of Alzheimer’s disease is very rare, and it often coexists with other comorbidities in the aging population. A ground-breaking report that reviewed the Nun Study (NS) and Honolulu-Asia Aging Study (HAAS) concluded that the total burden of brain lesions is the main cause of cognitive decline in AD^29^. Many of these brain lesions are caused by diseases including obesity, diabetes, hypertension and cardiovascular diseases. The precondition for these comorbidities is known as MetS. If we examine the timelines of comorbidities and AD, MetS, the precondition for comorbidities is generally seen in mid-life. In the case of AD, clinical dementia is preceded by mild cognitive impairment (MCI) and before that, there is a long prodromal cellular phase which is also in mid-life. Therefore, MetS may provide a fertile ground in the brain on which the progression of Alzheimer’s pathology may be facilitated in susceptible individuals^10^. Global silencing of Sirt3 gene is one of the approaches to induce MetS in animal models. Therefore, we generated APP/PS1/Sirt3^-/-^ mouse as a model for comorbid AD with amyloid pathology and MetS. We had previously reported additive effects of these two pathologies^7^. The current study was undertaken to determine the altered gene expression patterns in the brain.

Amyloid pathology and Sirt3 gene deletion resulted in significant changes in gene expression in the brain. These genes were predominantly in the inflammatory pathway (Fig. 3). The chemokine CCL3 and complement protein C3 were induced significantly more in APP/PS1/Sirt3^-/-^ mouse brain, compared to APP/PS1 mice, suggesting exacerbation of neuroinflammation in comorbid AD*.* However, the induction of cystatin F, CD83, Itgax and prion protein were comparable in APP/PS1 and APP/PS1/Sirt3^-/-^ mouse brain sample. 

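Prnp encodes the prion protein, a membrane glycoprotein of neurons. Prnp (ENSMUSG00000079037, chromosome 2 from 131909928 to 131938429, protein-coding) was 601 ± 29.3 (SD, n = 3) CPM in WT, 580.4 ± 20.7 (SD, n = 3) in Sirt3-/- and 1556 ± 106 (SD, n = 3) in the libraries labelled APP/PS1/Sirt3-/-. In those labelled APP/PS1 it was 1673, 1771 and 626 CPM in replicates 1, 2 and 4. Averaged over both Sirt3 genotypes, Prnp rose with APP/PS1 by a log2 fold change of 1.30 (standard error 0.22, adjusted p = 0.0283 from edgeR); 8 of 17 alternatives kept the call, with adjusted p from 7.21e-08 to 0.0858. App rose in the same comparison by 0.90 (standard error 0.17, adjusted p = 0.0356 from edgeR); 7 of 17 alternatives kept it, with adjusted p from 1.41e-06 to 0.095. With markers of brain regions as covariates, chosen after seeing the data, neither passed: for Prnp, APP/PS1 averaged over both Sirt3 genotypes gave a log2 fold change of 1.33 (0.956), and for App, APP/PS1 averaged over both Sirt3 genotypes gave one of 0.88 (0.999). Nor did they pass without the 2 libraries labelled APP/PS1/Sirt3-/- that hold Sirt3 reads (0.0529 and 0.0711). Between APP/PS1/Sirt3-/- and APP/PS1 the log2 fold change of Prnp was 0.20 (adjusted p = 0.976 from edgeR). The interactions of Prnp, Ccl3, Cst7, Cd83 and Itgax were 0.25, 0.82, -0.98, -0.15 and 0.92, with adjusted p = 0.949, 0.927, 0.968, 0.951 and 0.944 from edgeR. The transgenes of APP/PS1 mice are driven by Prnp sequence, so reads counted for Prnp can stem from the mouse gene or from the transgenes.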

Cystatin F is a protease inhibitor selectively expressed in immune cells^30^ and CD83 a surface marker for matured dendritic cells^31^. Itgax is also known as CD11C^32^. CD11C + microglia are known to be elevated in AD. Cellular production of neurotoxic Aβ is regulated by prion protein^33^. The upregulation of these genes seems to play significant roles in Aβ driven Alzheimer’s pathogenesis. Induction of some of the other genes may be a protective response to amyloid pathology. For example, Tyrobp is an adapter protein for TREM2 and it is considered as neuroprotective^34^, Serpin3k plays an antioxidant role^35^ and Clec7a is a phagocytic marker in microglia^36^.

A key finding of this RNA-seq analysis was the downregulation of IDE expression following Sirt3 gene deletion. As our aim was to test the link between MetS and AD, we decided to investigate IDE further because of its roles in insulin homeostasis as well as in Aβ degradation. IDE is a 110 kDa zinc metallo-endopeptidase that is known to degrade bioactive peptides including insulin, glucagon, amylin and Aβ peptide^37,38^. It is a ubiquitously expressed enzyme with liver being its major source. It is known to be localized in multiple intracellular compartments including mitochondria and endosomes. Leissring et al. have reported that an isoform of IDE, generated by translation from an upstream site, adds a 41 amino acid mitochondrial targeting sequence^39^. Inositol phosphates (InsPs) and phosphatdidyliinositol phosphates are potent activators of IDE. They localize IDE to endosomes where its substrates are present^40^. The IDE-C and IDE-N domains connected by a hinge switch between open and closed conformations, allowing intermediate size peptides to enter the pocket and get processed. This study also identified the endogenous IDE with the mitochondrial fraction. In addition to its proteolytic activity, the non-catalytic function of IDE has been also reported. For example, IDE interacts with the glycoprotein (GE) from varicella zoster virus (VZV)^41^. While this interaction contributes to skin virulence, it is not needed for VZV infection of T cells in vivo^42^. The other non-proteolytic functions of IDE include interaction with glucocorticoid receptors and α-synuclein^43,44^. SIRT4, another member of the sirtuin family has been shown to interact with IDE and this interaction appears to play a role in insulin secretion by β cells^45^. It will be of interest to see if SIRT3 plays a similar role in future studies.

Aβ peptides released by the proteolytic action of α and β secretases on the transmembrane amyloid precursor protein (AAP), polymerize to generate Aβ oligomers, protofibrils and amyloid plaques^46^. Excessive generations of Aβ oligomers and Aβ fibrils cause neurotoxicity in the AD brain. Along with neprilysin, IDE plays a significant role in degrading and clearing Aβ peptides. Therefore, conditions in which IDE is downregulated, exacerbated Aβ generation can be expected. Increased accumulation of endogenous Aβ has been reported in IDE^-/-^ mouse brain^24^. These mice were also characterized by insulin resistance. Genetic variations in IDE have been shown to be associated with risk for late-onset AD^47–50^. Li et al. have reported decreases in the levels of IDE in the brain samples of a mixed model AD mice with diabetes^51^. Brain IDE activity has been shown to decrease with age and in the early AD^52^. Transgenic overexpression of IDE enhances the proteolysis of beta-amyloid and decrease plaque formation^53^. IDE expression decreases in a mouse model with AD and type 2 diabetes^51^. IDE expression was restored following treatment with rosiglitazone and AICAR, activators of PPARɣ and AMPK.

The upstream pathways leading to IDE induction have been reported previously. IDE promoter contains Nrf1 binding site^54^. Nrf1 homodimerizes and functions as a transcription factor that activates the expression of some key metabolic genes. It is also required for mitochondrial respiration, and mitochondrial DNA transcription and replication. Nrf1, together with Nrf2, mediates the coordination between nuclear and mitochondrial genomes. Nrf1 in turn is induced by PGC-1α. Because Sirt3 induces the expression of PGC-1α, Sirt3 may play an indirect role in the transcription of IDE through a pathway involving PGC-1α and Nrf1. Acute exercise increases the expression of IDE in the liver and skeletal muscle^55^. Similarly exercise also increases SIRT3 expression^56^. Although SIRT3 may not be directly involved in IDE expression at the transcriptional level, there seems to be an indirect link between the two through PGC-1α and Nrf1. Further detailed studies are needed to determine SIRT3’s role in IDE expression. Significantly, SIRT3 activation by NR also resulted in the elevation of neprilysin, another Aβ degrading enzyme and significant decrease in the levels of BACE1, known as β secretase which generates Aβ peptides (Fig. 6A,B). Honokiol, another activator of SIRT3 has been also shown to decrease BACE1 levels^57^. A network analysis based on 407 known substrates of SIRT3 has proposed a novel mechanism for SIRT3-induced BACE1 inhibition through SIRT3, LKB1, AMPK, CREB, PGC-1a, PPARG and BACE1^58^. These findings suggest that SIRT3 activation can decrease Aβ generation by multiple mechanisms and explain the exacerbated amyloid plaque deposition observed in APP/PS1/Sirt3^-/-^ mouse brain.

IDE plays a physiological role in insulin homeostasis via hepatic clearance. Mutations in IDE gene leads to glucose intolerance and hyperinsulinemia^24^. Goto-Kakizaki rat model for T2D is characterized by altered insulin degradation due to mutations in IDE gene^59^. An increase in plasma IDE activity has been reported in both types of diabetes. Constitutive insulin secretion is observed in IDE-KO mice, suggesting that IDE is required for the regulation of glucose-stimulated insulin secretion^60^. Inhibition of IDE activity with a small molecule, was shown to result in glucose intolerance suggesting a physiological role for IDE in insulin clearance^61^. Studies with IDE-KO model suggests that diverse physiological processes are being regulated by IDE, especially in the light of its non-catalytic function. Carlos et al. have suggested complex nature of transcriptional and post-transcriptional regulation of IDE by fasting and feeding^62^ Furthermore, the ubiquitous expression of IDE with a large number of substrates suggests that IDE may not be an ideal therapeutic target.

The findings of this study suggest that SIRT3 is a potential therapeutic target for the treatment of AD. Sirtuins, including SIRT3, require NAD+ as a cosubstrate^63,64^. Administration of NR, a precursor of NAD+, leads to increase in the cellular level of NAD+^65^. In this study, we demonstrate that NR increases the levels of IDE as well as neprilysin and decreases the levels of BACE1 in vivo (Fig. 6). Interestingly, NR also increases the levels of SIRT3, probably by autoregulation. NR has been reported to reverse insulin resistance and glucose intolerance in a mouse model for type 2 diabetes^66^. NR has been shown to be effective in reducing neuroinflammation and improve cognition in Alzheimer’s mouse models^65,67^. Therefore, NR-based treatment can be considered for the treatment of AD with comorbidities.

## Materials and methods

### Animals and treatment

Animal care and all related animal experimental procedures (protocol # 2MR1604M) received prior approval by the Institutional Animal Care and Use Committee at the Rocky Mountain Regional VA Medical Center, Aurora CO. All the animal procedures were performed in accordance with the RMRVAMC animal house facility and followed the guidelines described by the ARRIVE. Mice, 129 Sv (Wild type, stock # 002448), global Sirt3^-/-^ in 129 Sv genetic background (stock # 012755), C57BL/6 (wild type; WT) and APP/PS1 (AD mice, stock # 5864) in C57BL/6 genetic background, were obtained from Jackson Laboratory (Bar Harbor, ME). Global Sirt3^-/-^ mice in C57BL/6 background were provided by Louise Lantier, Vanderbilt University Medical Center (Nashville, TN). Comorbid AD (APP/PS1/Sirt3^-/-^) mice were generated as previously described^7^. The brain sample from this study was used for RNA-seq analysis. Western diet feeding of wild type, Sirt3^-/-^^8^ and APP/PS1^15^ mice were as previously described. The blood and brain samples from these previous studies were used to determine the IDE levels in the current study.

### NR treatment

Seven-months old C57BL/6 male mice (WT, 6/group) were switched to AIN-93G pellet diet (TD.94045, ENVIGO, Madison, WI) or 0.4% nicotinamide riboside (NR, Cat # 00014315, ChromaDex, Irvine, CA) in AIN-93G pellet diet for 3 months. At the termination of the study, mice were subjected to CO2 asphyxiation followed by euthanasia. Blood was collected by cardiac puncture in BD Microtainer tubes coated with K2 EDTA followed by centrifugation at 4 °C, and separated plasma samples were stored at − 80 °C for ELISA analysis. The brain was snap frozen in liquid nitrogen and stored at − 80 °C for protein analyses.

### Cell culture studies

Mouse microglial cell line (BV2) was provided by Dr. Dennis Selkoe (Harvard Medical School, Boston, MA). BV2 cells were grown at 37 °C and 5% CO_2_ in an advanced DMEM/F12 medium (Cat # 12634-010, Gibco, Gaithersburg, MD) containing 10% fetal bovine serum and 1% penicillin–streptomycin. Sirt3 was silenced by 70% in this cell line using Sirt3 shRNA, as previously described^15^. Briefly, cells were infected with Lentiviral particles, Sirt3 shRNA (Cat # sc 61,556) or control shRNA (Cat # sc108080), using polybrene (0.5 µg/ml; Cat # sc134220). Puromycin dihydrochloride (8 µg/ml, Cat # sc10807), in DMEM/F12 media supplemented with 10% FBS, was used to select the infected cells. The infected cells were pooled and maintained in the same medium.

### Treatment

Cells were grown to 65–75% confluence, and treated with different concentration of NR (0.5, 1.0 and 2.0 mM) for 24 and 48 h. Treated cells were harvested and total cell lysates were prepared in mammalian protein extraction buffer (Pierce, Rockford, IL) supplemented with complete protease inhibitor cocktail (Cat # 11836153001, Millipore Sigma Burlington, MA).

### ELISA

Plasma IDE levels were measured using a colorimetric kit (Cat. # MBS2884110, MyBioSource, San Diego, CA). The absorbance was measured spectrophotometrically at 450 nm using a BioTek Synergy H1 microplate reader (Winnoski, VT). The IDE concentration (ng/ml) was determined and expressed as percent of control.

### Western blot analysis

Total protein extracts from mouse brain frontal cortical tissue samples and cultured cells were analyzed by western blot analysis as previously described^15^. Briefly, samples with equal amount of protein (25–40 µg) were run on a gradient 4–20%, 8% or 12% SDS-PAGE ( BIO-RAD, Hercules, CA) and transferred to polyvinylidene difluoride (PVDF) membrane. The membranes were incubated in TBST containing 5% non-fat milk for 1 h at RT to block non-specific binding. Subsequently, membranes were incubated with primary antibodies [SIRT3 (Cat # 5490), BACE1 (Cat # 5606) and β actin (Cat # 4967) from Cell Signaling Technology, Danvers, MA; Antibodies for Insulin-degrading enzyme (Cat # ab32216) and neprilysin (Cat # ab227659) were purchased from AbCam, Cambridge, MA] overnight on a shaker at 4 °C. The following day, membranes were washed three times with TBST, and then incubated with alkaline phosphatase conjugated appropriate secondary antibody for 1 h at RT. After an additional three washes in TBST, the signals were visualized by CDP-Star reagent (Sigma Aldrich-St Louis, MO), using ChemiDoc Imaging System and Image Lab touch software (BIO-RAD, Hercules, CA). As edges of the blots are not clearly visible or very dim in grey backgrounds, composite color tiff images are added as a supplementary Figure. In these images, protein standards, and target proteins are seen in blue and blot edges were clearly visible. Some blots were cropped/multiplexed when proteins of interest are significantly separated in molecular weights. After image capture, blots were stripped and re-probed for β-actin content to ensure equal protein loading. The band intensities were quantified with reference to β-actin control bands using Adobe Photoshop 6.0 software (Adobe systems, San Jose, CA).

### Assay of IDE activity

Activity of IDE was measured as reported previously^68^ using fluorometric SensoLyte® 520 IDE activity assay kit (Cat # AS-72231, AnaSpec, Inc, Fremont, CA, USA) following the manufacturer’s protocol. Briefly, brain frontal cortical tissue extracts were homogenized in cold assay buffer (AnaSpec, Inc, Fremont, CA, USA) supplemented with complete protease inhibitor cocktail tablet (Cat # 11836170001, Sigma Aldrich) plus 0.3 mM PMSF. Homogenates were kept on ice for 30 min, followed by centrifugation at 10,000 X g for 15 min at 4 °C. Protein concentration was measured in the supernatants. Subsequently, enzyme reaction was set up by adding 50 µl of tissue lysates containing 100 µg protein/well in a 96-well black opaque plate. The enzymatic reaction was started by adding 50 µl fluorogenic substrate into each well. The plate was shaken for 30 s, and the reaction was incubated at 37 °C for 60 min in the dark. As a positive control, purified recombinant human IDE provided in the kit was used. The fluorescence intensity was measured at Ex/Em = 490 nm/520 nm using GloMax plate reader (Promega, Madison WI). The fluorescence readings from the wells containing the assay buffer without tissue lysates were used as a background fluorescence. The background reading was subtracted from the reading of the samples, and results are expressed as fluorescence intensity/µg protein.

### RNA isolation, QC and library construction

Total RNA was isolated from brain cortical samples. The quality of RNA was checked, using the Agilent 2100 Bioanalyzer system (Santa Clara, CA) with a RIN cutoff of 7. A total of 2 µg of RNA per sample was used as input material for the generation of sequencing libraries using NEBNextULtra RNA Library Prep Kit from Illumina. Briefly, mRNA was purified from total RNA, using oligo (dt) magnetic beads, and sheared into short fragments of ~ 200 bases. These fragmented mRNAs were used as templates for cDNA synthesis, and the cDNAs was PCR-amplified for the library preparation. The cDNA libraries were sequenced (25 million reads), using Illumina NexSeq550 platform at Novogene (Chula Vista, CA). Following the removal of low-quality reads and adaptor sequences from the raw reads, clean reads were obtained and mapped to the mouse genome assembly (GRCm38/mm10), using TopHat software, allowing up to two base mismatches. The gene expression levels were calculated, using the reads per kilo bases per million reads (RPKM) method.

### Differentially expressed genes (DEG), GO and KEGG analyses

The differential gene expression analysis was performed using DESeq2 package. Benjamini and Hochberg’s approach was used for controlling the false discovery rate. The genes with an adjusted *P* value of < 0.05 were assigned as differentially expressed. After generating the volcano plots for comparison between groups, DEG lists were submitted to the databases of Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) for enrichment analysis^69^. For the functional annotation of differentially expressed genes, the web-based DAVID Bioinformatics Resources v 6.8 tool was used (https://david.ncifcrf.gov).

### Statistical analysis

GraphPad Prism (Version 9.0.2, GraphPad Software Inc, San Diego, CA, USA) and SigmaStat (Version 3.5, Jandel Scientific Software, San Jose, CA, USA) were used for statistical analysis. Statistical significance between two groups were determined using unpaired t-test, while one way ANOVA followed by Tukey post-hoc analysis was performed for multiple groups comparison. Two-sided *P* values of ≤ 0.05 were stated as statistically significant.

## Supplementary Information

Supplementary Information.

## Data Availability

The datasets generated in this study are available at the GEO repository (https://www.ncbi.nlm.nih.gov/geo/) and the accession number is GSE216081.

# Supplementary material for: Sirt3 deficiency induced down regulation of insulin degrading enzyme in comorbid Alzheimer’s disease with metabolic syndrome
**Source:** Sci Rep. 2022 Nov 17;12:19808. doi: 10.1038/s41598-022-23652-5
**Supplement:** Supplementary file 1 — Supplementary Information.

SIRT3

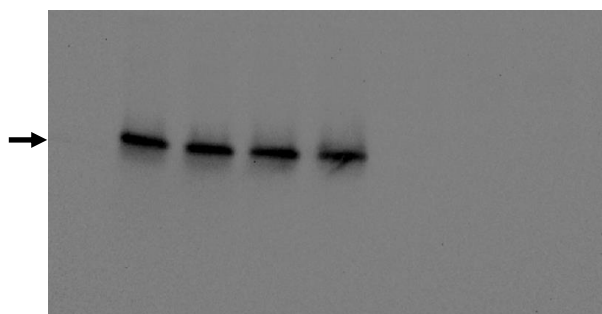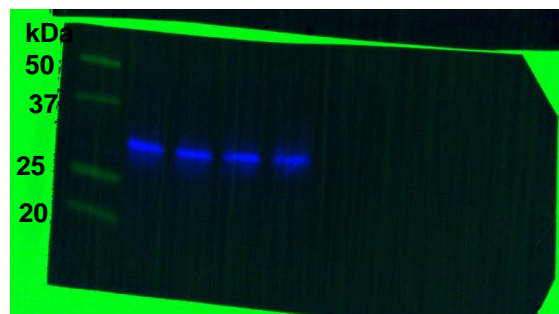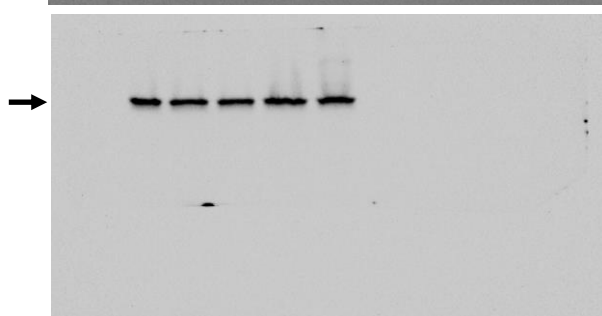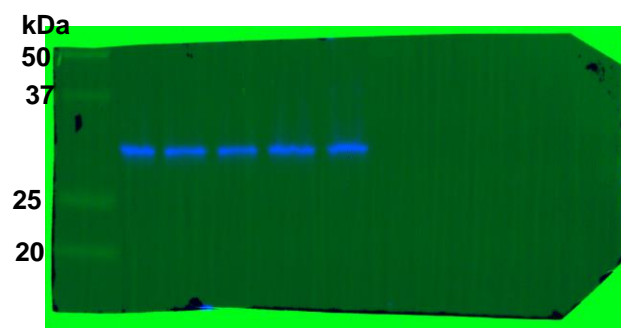

IDE

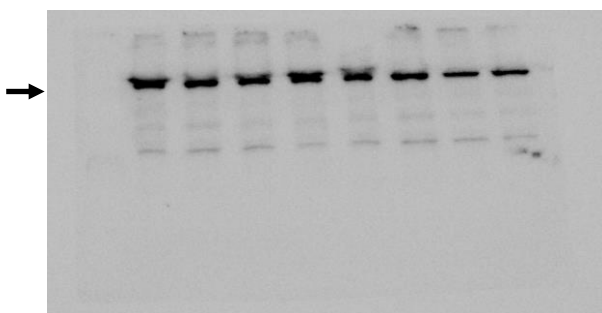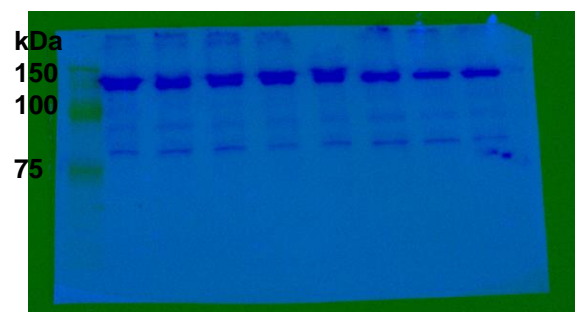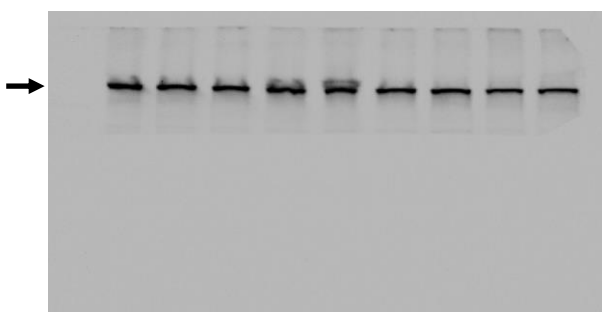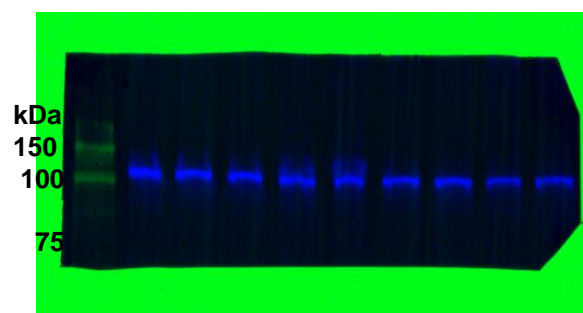

β -actin

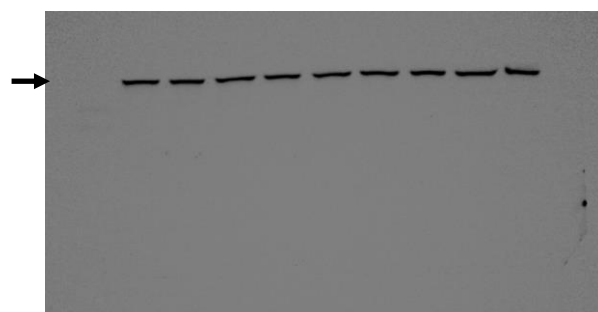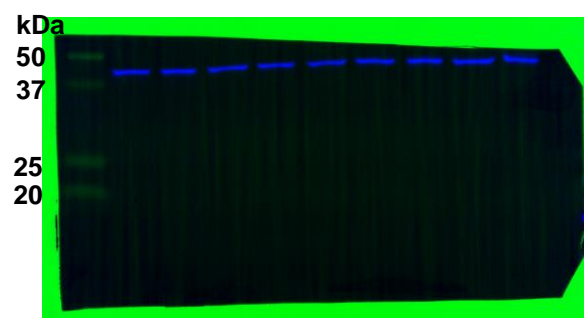

Figure 5A- Full blot replicates

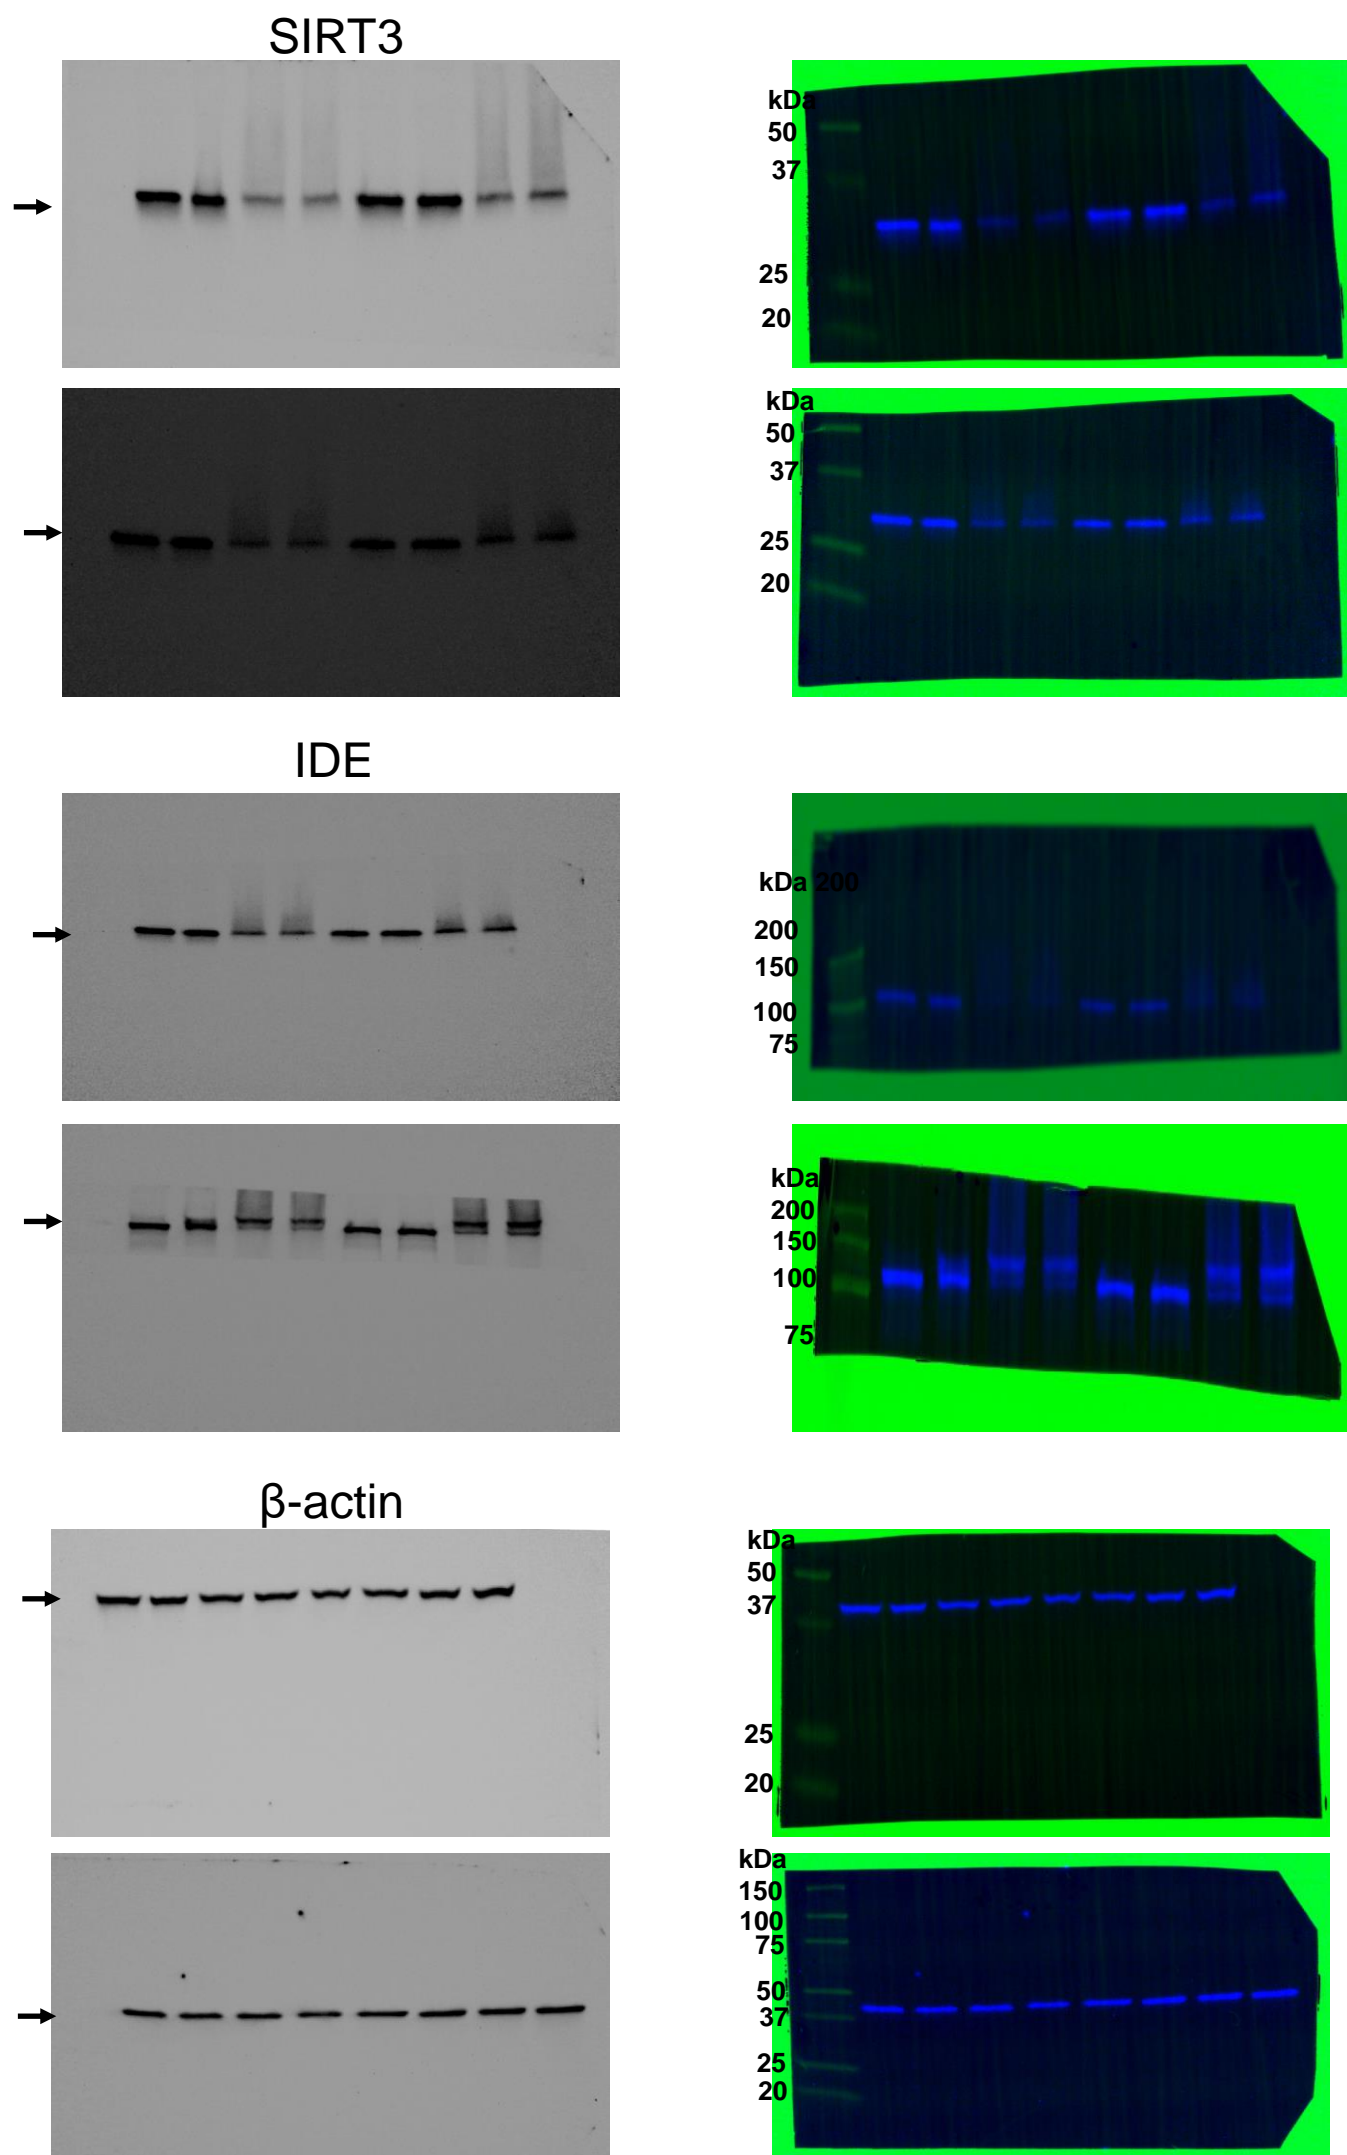

Figure 5B- Full blot replicates

SIRT3

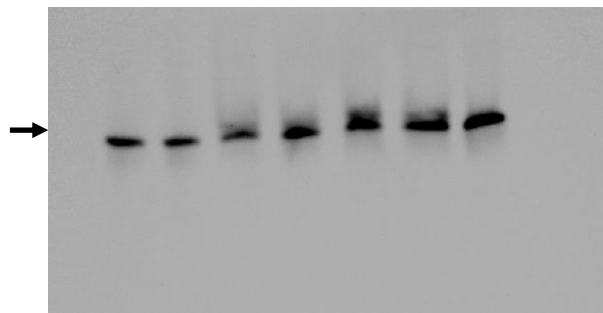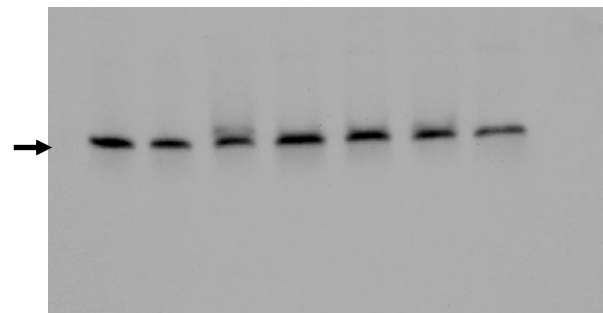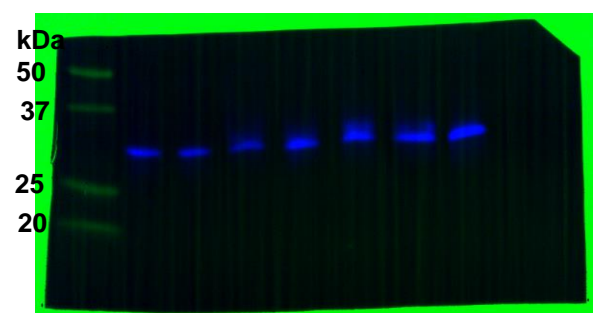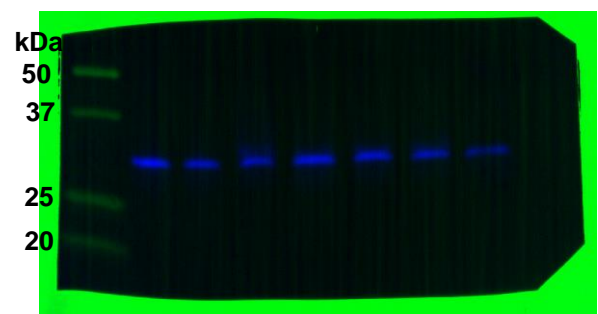

IDE

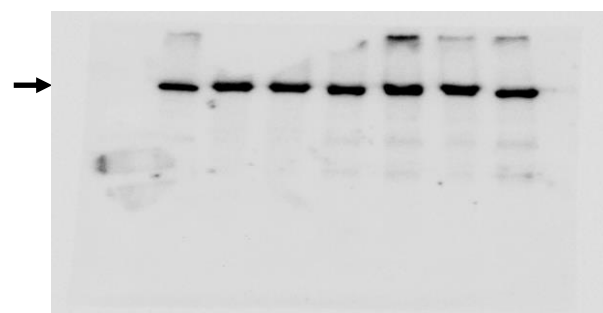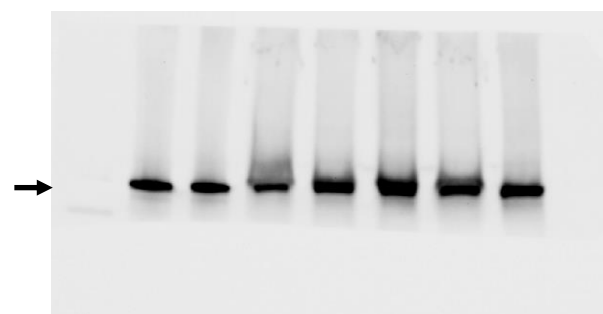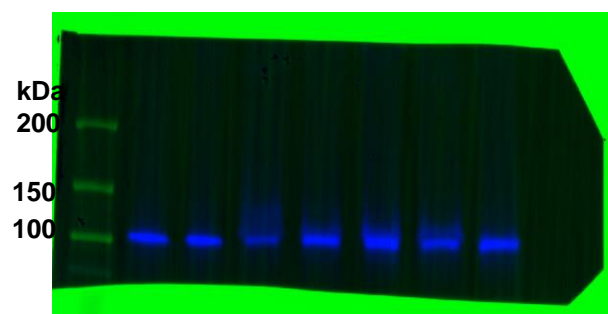

β -actin

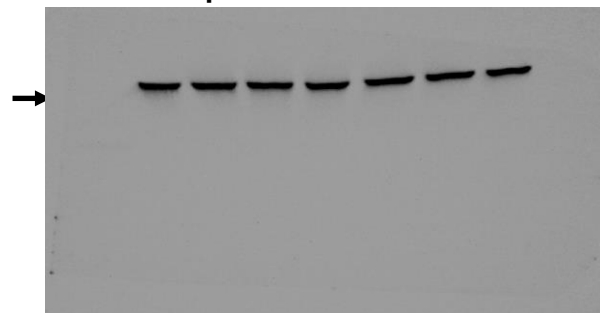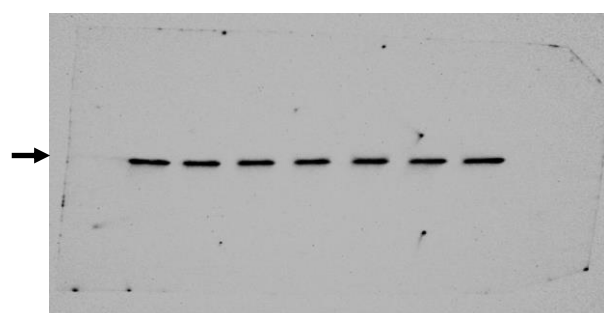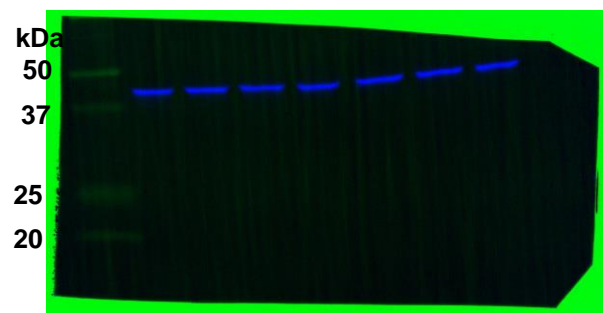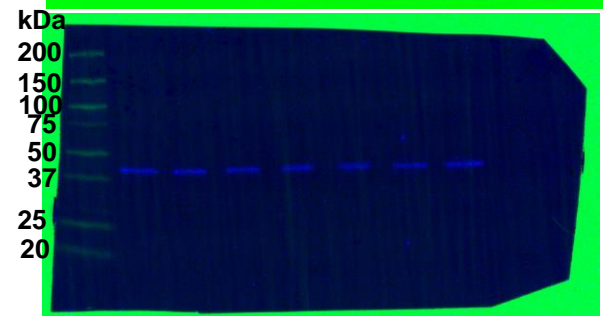

Figure 6A- Full blot replicates

Naprilysin

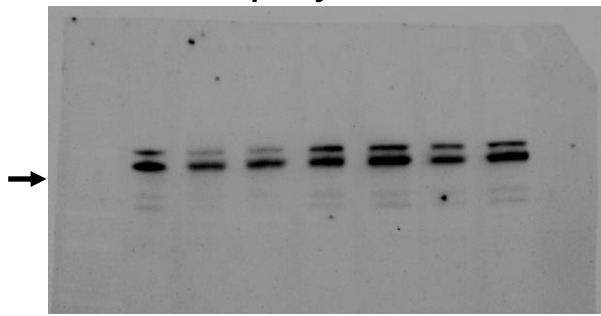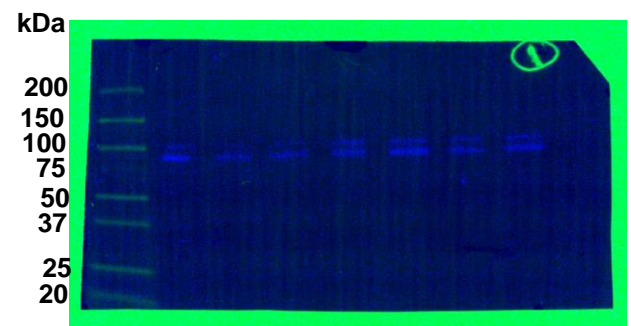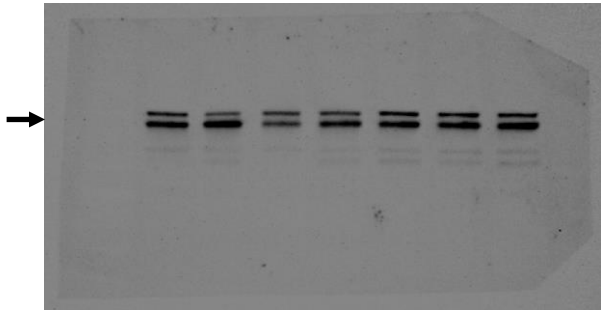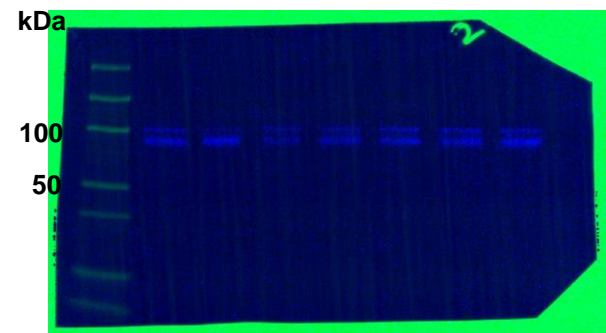

BACE1

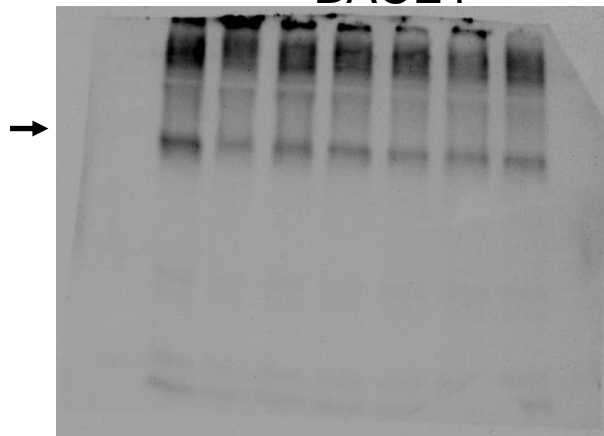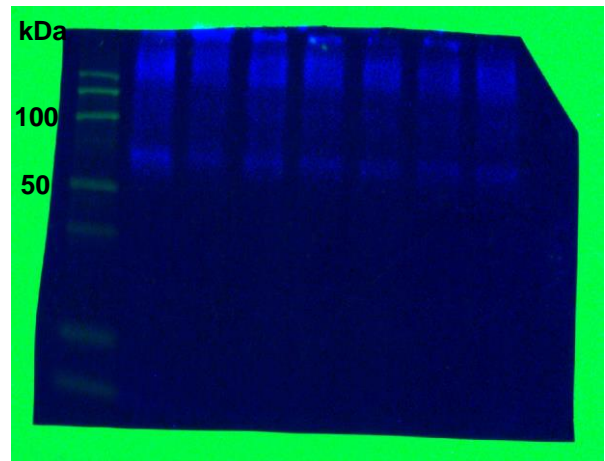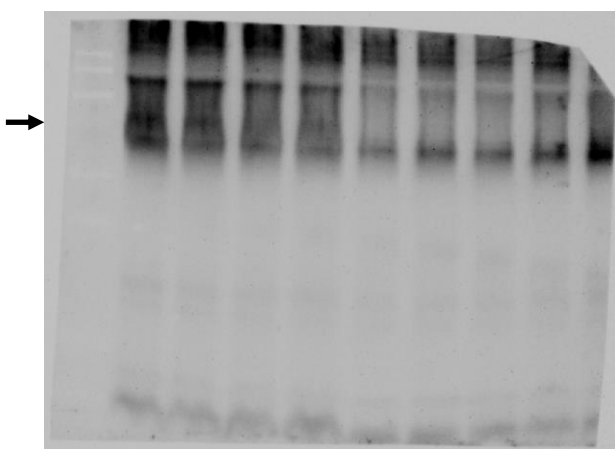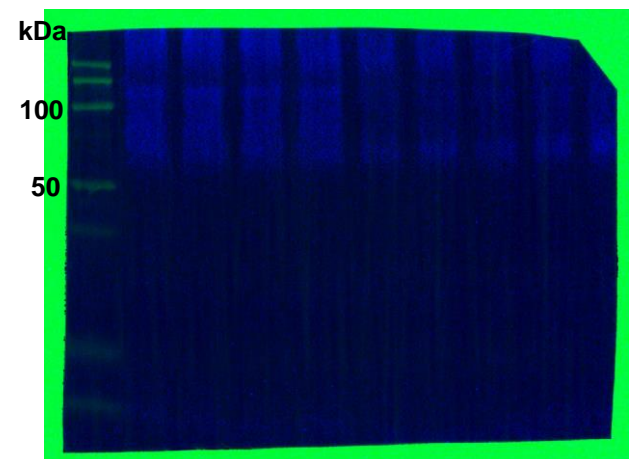

β -actin

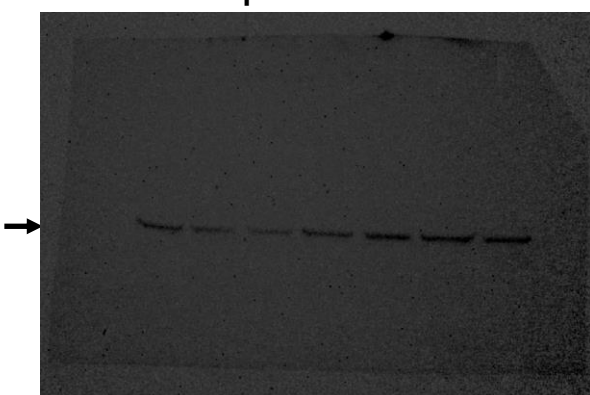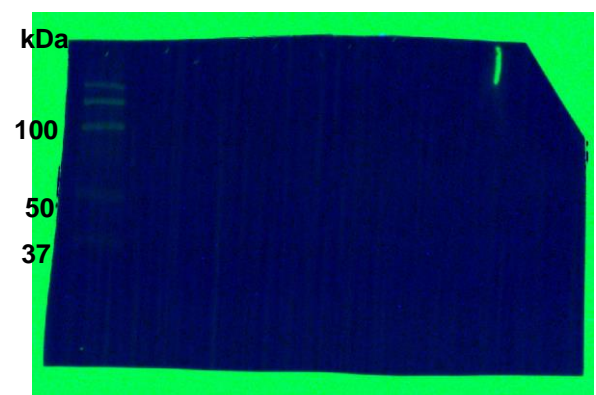

Figure 6B- Full blots

SIRT3

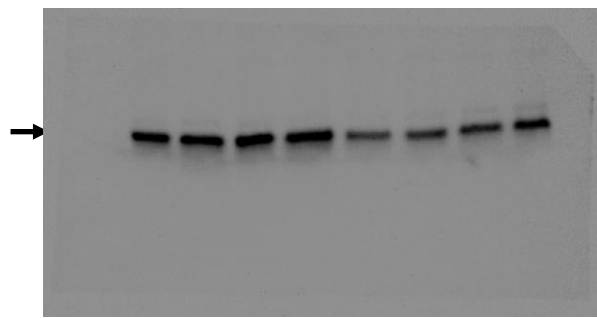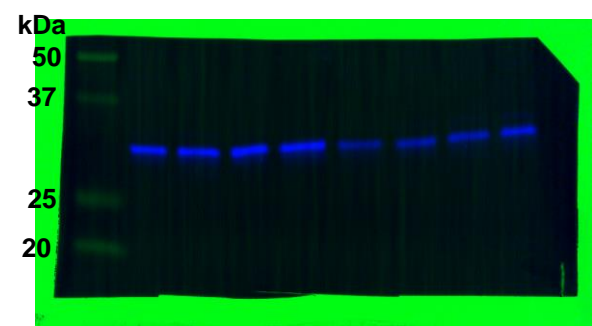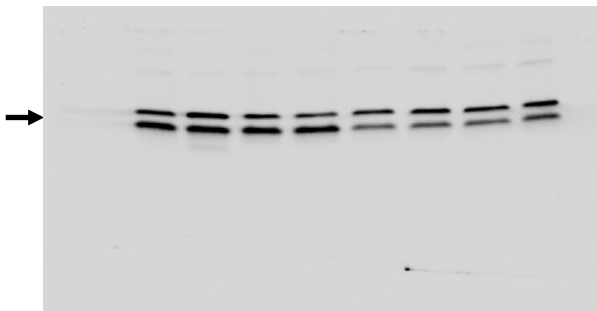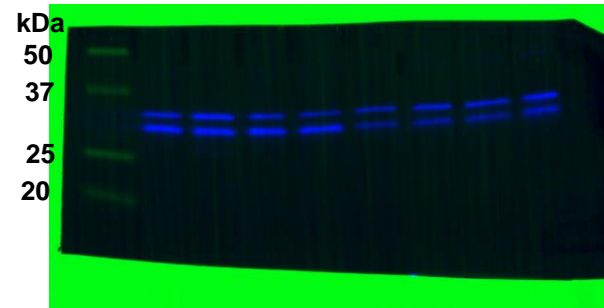

IDE

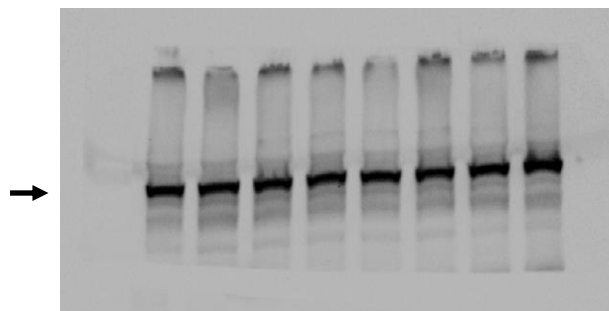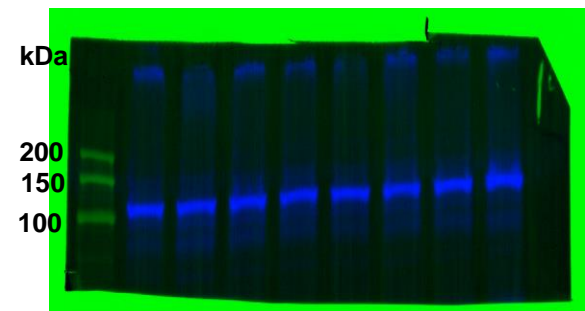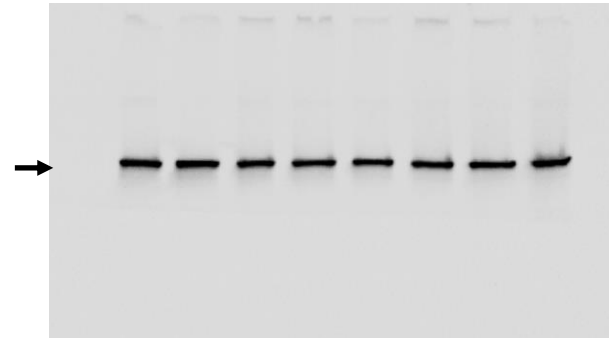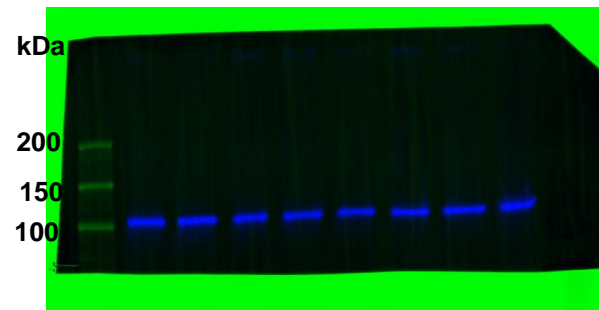

β -actin

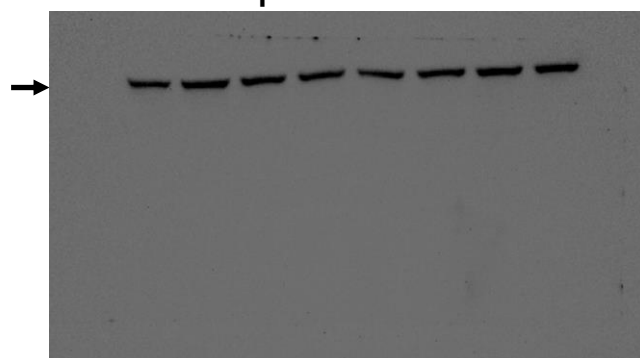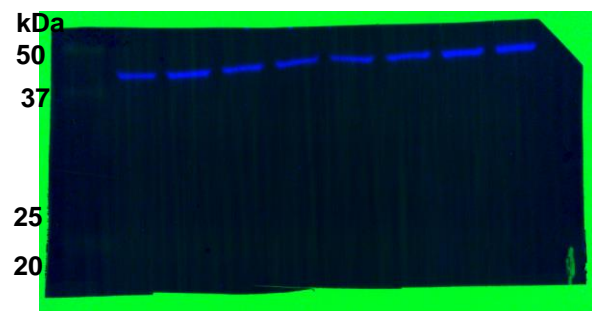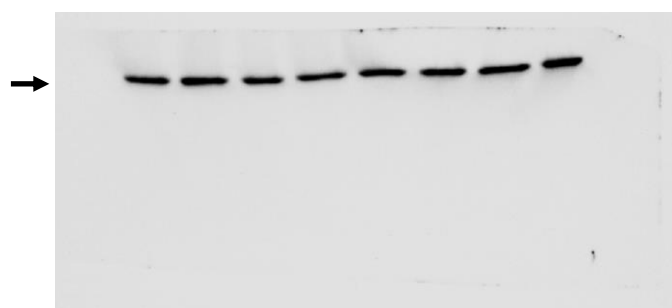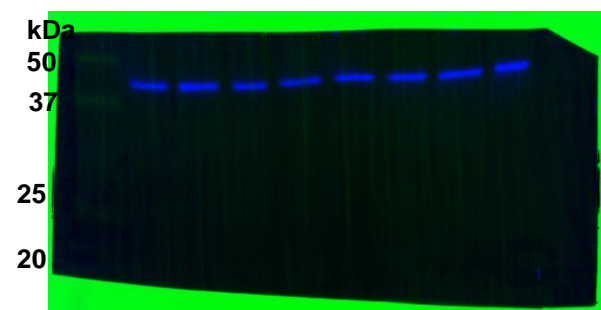

Figure 7A- Full blot replicates

SIRT3

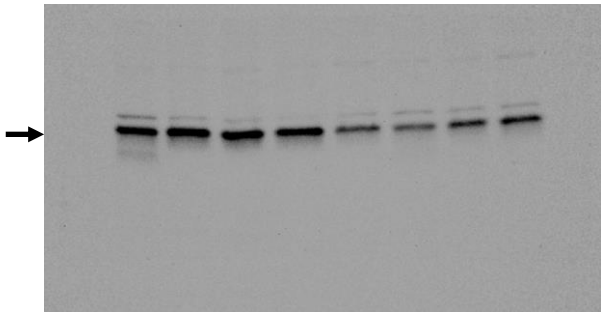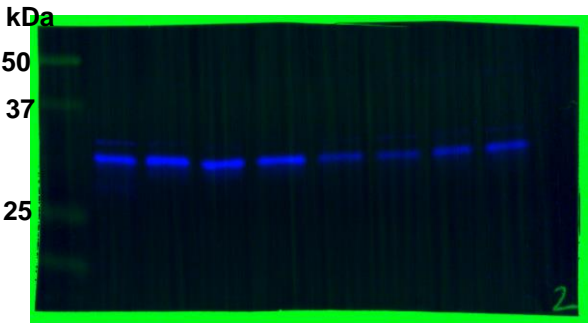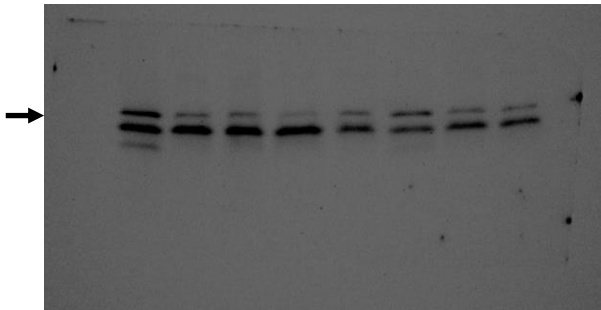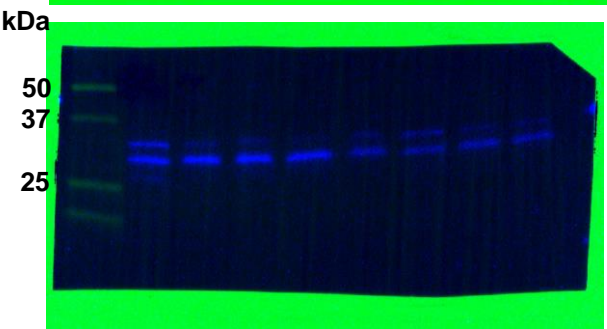

IDE

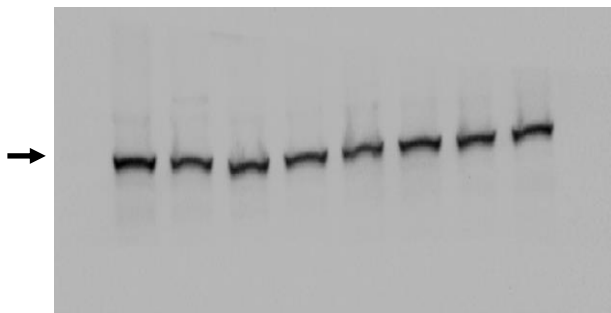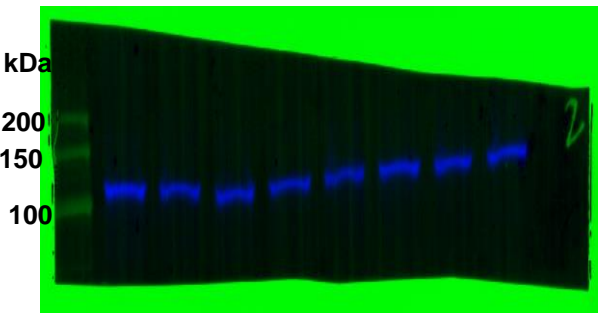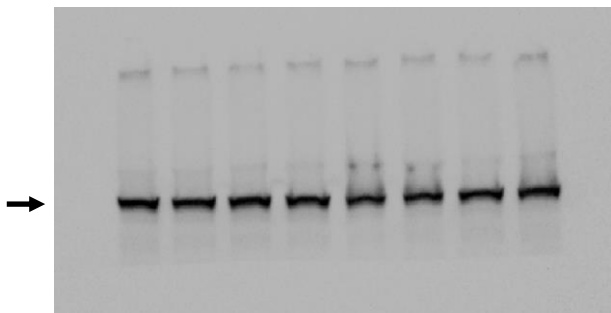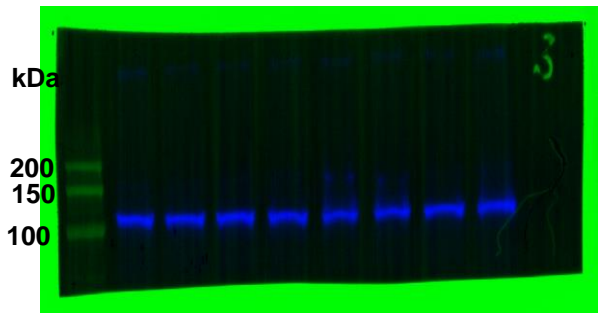

β -actin

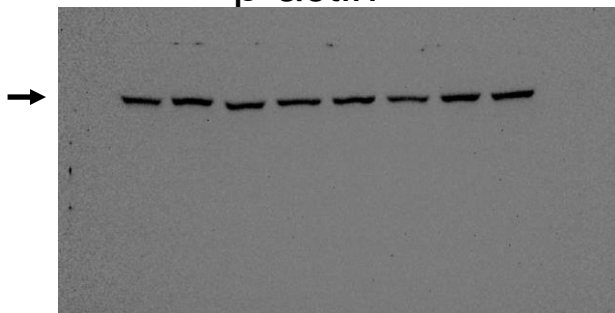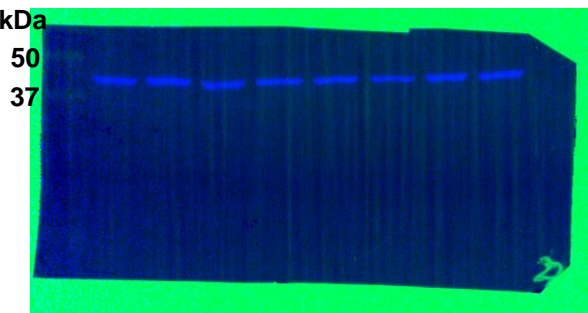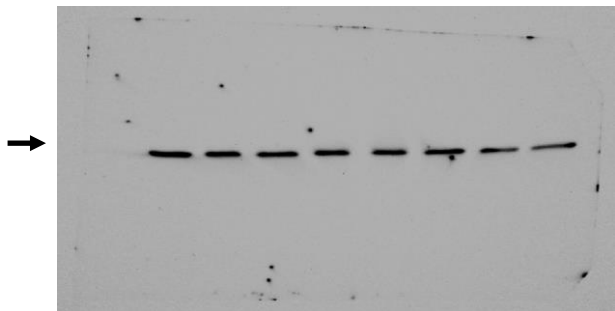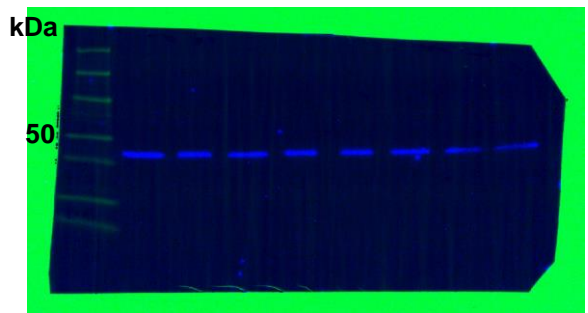

Figure 7B- Full blot replicates

How the deposited data were processed for this re-analysis (not part of the article)

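RNA-seq values of mouse cortex were analysed for 12 libraries of mice aged 8 months, 3 for each of WT, APP/PS1, Sirt3-/- and APP/PS1/Sirt3-/-. Groups were assigned from the library titles, whose numbers are 1, 2 and 4 in every group. The authors removed adaptors and low-quality reads, aligned the reads with TopHat to GRCm38 (mm10) allowing up to 2 mismatches, and deposited read counts per gene as whole numbers. The gene counter, its version and the annotation release are not given in the sources used here. The authors also deposited FPKM values per library and per group, the group value being the mean of 3 libraries (the methods call the unit RPKM). In the same table the authors deposited log2 fold changes from DESeq2, which are smaller than the log2 ratio of group mean FPKM for genes with few reads. The deposited p-values are from DESeq2, raw and adjusted, and the authors called a gene at an adjusted p under 0.05. Their normalized group means per comparison were not used here. Of the 35275 gene identifiers, 34490 are in GENCODE vM21, and 99.875% of those overlap its positions for GRCm38. Gene positions are those of the deposited table.

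Read counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes passing filterByExpr (16673) were normalized by TMM, dispersions were estimated with estimateDisp, and 1 quasi-likelihood model with robust estimation (glmQLFit) was fitted to the 4 group means of the 12 libraries. From it, 8 contrasts were tested: the 3 other groups against WT, APP/PS1/Sirt3-/- against APP/PS1 and against Sirt3-/-, the interaction, and the 2 averages, Sirt3 deletion over both backgrounds and APP/PS1 over both Sirt3 genotypes. P-values were adjusted over genes within each contrast by Benjamini and Hochberg's approach, with a threshold of 0.05. Levels are CPM from TMM library sizes, as mean ± SD over 3 libraries, and log2 CPM used a prior count of 2. Standard errors of log2 fold changes come from the same model. Exact two-sided permutation tests of 3 libraries against 3 cannot give a p below 0.1. The 39 gene lists were tested with camera of limma 3.58.1 at the preset inter-gene correlation of 0.01, and again with an estimated correlation and with fry. The FPKM values served for detection (group mean above 1) and for Pearson's correlation of log2(FPKM + 1). Tables and figures used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

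Genes named in the text follow a rule set before the data were examined. It takes every gene the study names and all diacylglycerol kinases. For each comparison of the study it takes up to 10 rises and 10 falls by size among genes that passed and whose groups did not overlap. For the interaction and the 2 averages it takes 5 genes by adjusted p, and from each gene list up to 4 members by adjusted p. Genes passing within 20 Mb of Sirt3 were counted.

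Reads counted in genes ranged from 15251720 to 18644376 per library. Genes of about 1 CPM thus rest on few reads. For some groups with few reads the text gives their number or the exact 95% interval of the ratio, which covers counting error only. For others, such as Serpina3k in Sirt3-/- or Slitrk6 and Lhx5 in WT, it gives the level alone, so their folds are uncertain too. The edgeR steps were tested on counts simulated for all 12 libraries over 16673 genes, from each gene's mean and dispersion and the library sizes. In this simulation, changes were planted in the group standing for Sirt3-/-. There, edgeR called 47.8% of genes changed 1.5-fold, 79.1% of those changed 2-fold and 97.0% of those changed 4-fold, with 11 of 16473 unchanged genes called. DESeq2 1.42.0 called 58.2%, 83.6% and 100% of them, with 36 unchanged genes called. The list test called 0 of 39 random lists in the simulated data. The simulated genes varied independently and without differences of region or sex between libraries. The shares above therefore need not hold for the real libraries, and the list check could not show what correlation between genes does to the list test.

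Alternatives set before the data were examined were DESeq2 on all 12 libraries, RLE normalization, no filter on low counts, a strict filter (1 CPM in all 12 libraries), the replicate number as a block, each library left out in turn, and edgeR or DESeq2 on only the 2 groups compared. Other detection thresholds and other correlation measures were also set then. The 4 alternatives chosen after seeing the data leave out the 2 libraries labelled APP/PS1/Sirt3-/- that hold Sirt3 reads, leave out these and the library labelled APP/PS1 whose App reads lie with WT, add sex read from Xist and Y-linked genes as a covariate, or add the mean log2 CPM of thalamic, striatal and choroid plexus markers as 3 covariates. Other splits of the libraries into groups of the same size were fitted the same way. 1 part of the test of whether transgene reads explain Prnp is not reported here. Protein, amyloid and cell culture measurements of the study were not analysed here.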

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

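The tests of whether loss of Sirt3 itself lowers Ide, of a swap, of a mouse without the transgenes and of Sirt3 as a fraction of WT were chosen after the result was seen; the other tests here were set before.

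Prnp was higher in APP/PS1 and APP/PS1/Sirt3-/- libraries, by an averaged log2 fold change of 1.30 (adjusted p = 0.0283 from edgeR). The transgenes of these mice carry Prnp promoter and untranslated sequence, so their transcripts may be counted as Prnp. App had an averaged log2 fold change of 0.90 (adjusted p = 0.0356 from edgeR), above the bound of 0.1 set beforehand. Transgene reads and a rise of the mouse gene cannot be told apart here; leaving this open was decided after the values were seen, and not by the bounds alone, because Prnp sequence of a transgene can be counted as Prnp in any case.

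Ide was lower in both groups labelled with Sirt3 deletion. An effect of donor-strain sequence beside the deleted Sirt3 gene on its neighbours is argued against for Ide, since Ide lies on chromosome 19 and Sirt3 on chromosome 7. Whether such sequence changes Ide from another chromosome was not tested and stays open. A donor-strain segment around Ide itself stays open: within 20 Mb of Ide, 1 other gene of 270 passed, against 35 of 16402 elsewhere (Fisher's exact p = 0.445). Loss of Sirt3 itself may lower Ide, and that too cannot be told apart. Against it, the library labelled APP/PS1/Sirt3-/- with the least Sirt3 had 63.3 CPM of Ide, and the 2 with 28.6 and 27.7 CPM of Sirt3 had 38.6 and 38.8, so Ide ran against Sirt3 in all 3. With it, the Sirt3-/- libraries, which lack Sirt3, had a mean of 38.7. It stays open because only 1 library of APP/PS1/Sirt3-/- lacks Sirt3, and the genotypes of the other 2 are uncertain.

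Sirt3 and App went against the labels in 3 libraries. A swap between 2 of the 12 libraries is argued against, because it needs raised App in a library labelled WT or Sirt3-/-, where the highest was 1844 CPM, or a library labelled WT or APP/PS1 that lacks Sirt3, where the lowest was 59.0 CPM of Sirt3. A mouse without the transgenes under the label APP/PS1 replicate 4 stays open. App and Prnp of this library lay with WT. Its median log2 ratio over 21 disease-associated microglia genes that the study does not name was 0.0247. That lay within the range of WT (-0.0995 to 0.0709) and below both other APP/PS1 libraries (0.167 and 0.559), which this explanation predicts. APP/PS1/Sirt3-/- replicate 4, with raised App, was also within the range of WT (0.0394), so this list cannot decide it. An intact Sirt3 copy, or tissue with and without Sirt3 mixed, may explain the libraries labelled APP/PS1/Sirt3-/- replicates 1 and 4, whose Sirt3 was 0.447 of the WT mean, and no value here decides it. A heterozygous genotype was not tested otherwise.

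Other results are given as values. APP/PS1 with and without Sirt3 moved these genes in opposite directions in every library, with a difference of log2 fold changes of -3.05 for Gpr139, -1.48 for E230025N22Rik, -2.85 for Nexn and 0.89 for Fbln2; the interaction did not pass (adjusted p = 0.745, 0.784, 0.326 and 0.745 from edgeR). For Ptchd2 (0.79) and Arhgap31 (0.80) this held for APP/PS1 with and without Sirt3 and for Sirt3 deletion with and without APP/PS1, and for Podxl (0.69) for Sirt3 deletion (interaction, adjusted p = 0.302 for each from edgeR). Gpr139, E230025N22Rik and Nexn were named as largest rises, and Fbln2 and Ptchd2 as largest falls, in Sirt3-/- against WT. Ptchd2, Arhgap31 and Podxl were named by the adjusted p of the interaction. Such a choice favours opposite directions, so the pattern is not evidence of an interaction.

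Camera of limma called 9 lists for the interaction at the preset correlation and none with the estimated correlation, where the adjusted p was 0.827, or 0.625 for JAK-STAT signaling. The median differences of log2 fold changes were 0.74 for interferon response, 0.12 for JAK-STAT signaling, -0.19 for the nuclear-encoded and -0.32 for the mitochondrial-encoded respiratory chain, 0.27 for immediate early genes, 0.12 for heat shock, 0.15 for astrocyte markers, -1.83 for striatal and -1.17 for hippocampal neuron markers. Averaged Sirt3 deletion, which the paper does not report, gave log2 fold changes of 3.90 for Eif3j2, 6.64 for Gm3650 (which depends on the prior count, with few reads in WT and APP/PS1), 4.70 for Pcna-ps2, 2.32 for Pla2g4e and -1.02 for Fgfbp3. Averaged APP/PS1 gave 0.74 for Ndn, 1.15 for Ppapdc1a, -0.40 for Gpr26, -0.53 for Hipk4 and 1.15 for Rmst, each with adjusted p = 0.0157 from edgeR. The Y-linked Ddx3y was at least 32.3 CPM in the 4 libraries numbered 4 and 0 to 0.158 CPM in the 8 others, which hold 407 to 672 CPM of Xist against 0.508 to 3.36 in those numbered 4. Groups of 3 libraries were not tested for outliers.

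For Sirt3-/- against WT edgeR called 49 genes and the highest other split of the 6 libraries 0; for APP/PS1 against WT, 0 and 0; for APP/PS1/Sirt3-/- against WT, 188 and 0; for APP/PS1/Sirt3-/- against APP/PS1, 4 and 4; and for APP/PS1/Sirt3-/- against Sirt3-/-, 0 and 377. The numbers of splits of 10 with as many genes were 1, 10, 1, 2 and 10, and 10 splits are too few for a share under 0.05. The 377 arose with Sirt3-/- replicates 1 and 4 and APP/PS1/Sirt3-/- replicate 4 on one side, which points to a structure of the samples. For the averages and the interaction 100 splits of the 12 libraries were drawn. Averaged Sirt3 deletion called 37 genes and the highest other split 1 (1 of 100 as large), a share under the 0.05 set beforehand. A random draw of these libraries thus seldom called as many, but the splits do not tell Sirt3 deletion from other differences between the groups. Averaged APP/PS1 called 341, and 2 of 100 splits were as large, also a share under 0.05. The count fell to 0 without WT replicate 4, so these splits do not show that it stems from APP/PS1. The highest other split called 1904, with the WT libraries, Sirt3-/- replicates 1 and 4 and APP/PS1/Sirt3-/- replicate 4 on one side, which points to a structure of the samples, and the 341 may follow that structure in part. The interaction called 0, which each of the 100 splits reaches, so the splits decide nothing there, and the highest other split called 318.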

How the results depend on the processing

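The alternatives that leave out 2 or 3 libraries, or add sex or brain region covariates, were chosen after seeing the data; the others were set before the data were examined. Counts of genes depend on the tool and on single libraries; the cause was not tested. In this order (Sirt3-/-, APP/PS1 and APP/PS1/Sirt3-/- against WT, APP/PS1/Sirt3-/- against APP/PS1 and against Sirt3-/-, interaction, averaged Sirt3 deletion, averaged APP/PS1) edgeR called 49, 0, 188, 4, 0, 0, 37 and 341 genes, beside 2252, 2836, 3353, 810, 1895, 1080, 2043 and 3481 at an unadjusted p under 0.05. DESeq2 on all 12 libraries called 428, 499, 1045, 7, 130, 12, 324 and 1042. With no low-count filter edgeR called 87 for Sirt3-/-, 88 for APP/PS1, 26 for APP/PS1/Sirt3-/- against Sirt3-/- and 2 for the interaction; with the strict filter 1 for APP/PS1/Sirt3-/- against APP/PS1, 4 for APP/PS1/Sirt3-/- against Sirt3-/- and 17 for averaged Sirt3 deletion. Only the 2 groups compared gave 113, 1089, 752, 2 and 3 with edgeR and 379, 1264, 1147, 30 and 62 with DESeq2. The replicate block gave 18 for Sirt3-/- and 115 for APP/PS1/Sirt3-/- against WT, 10 for APP/PS1/Sirt3-/- against Sirt3-/- and 14 for averaged Sirt3 deletion, and ended the averaged call of Ide (adjusted p = 0.11 from edgeR, in a range from 1.21e-08 to 0.121); deviations from the group means correlated at -0.11 to 0.23 in 18 pairs of same-numbered libraries, 9 of them above 0.1, and in 21 of 36 comparisons of a library with another group its own number correlated best. Number 4 marks the libraries with Y-linked reads in every group, so sex may be part of this. Since not every pair lay above 0.1 and the sources used here name no shared litter or day, the numbers were not taken as pairs.

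Leaving out 1 library, the counts ranged from 2 to 116, 0 to 584, 2 to 1172, 2 to 6, 0 to 289, 0 to 1, 5 to 104 and 0 to 1836. For Sirt3-/- against WT they were 2, 4 and 13 without WT replicates 1, 2 and 4, 26 and 21 without APP/PS1 replicates 2 and 4, 80 and 26 without Sirt3-/- replicates 1 and 2, and 19, 114 and 116 without APP/PS1/Sirt3-/- replicates 1, 2 and 4. For APP/PS1 against WT they were 3 without APP/PS1 replicate 4, 111 and 584 without Sirt3-/- replicates 1 and 2, and 259 without APP/PS1/Sirt3-/- replicate 4. For APP/PS1/Sirt3-/- against WT they were 9, 2 and 2, then 111, 31 and 109, then 483, 1172 and 107, then 4, 29 and 811 without replicates 1, 2 and 4 of WT, APP/PS1, Sirt3-/- and APP/PS1/Sirt3-/-. For APP/PS1/Sirt3-/- against APP/PS1 the count was 2 without APP/PS1 replicate 1. For APP/PS1/Sirt3-/- against Sirt3-/- it was 5 and 11 without APP/PS1 replicates 2 and 4, 1 and 289 without Sirt3-/- replicates 1 and 2, and 5 and 263 without APP/PS1/Sirt3-/- replicates 2 and 4. For the interaction it was 1 without Sirt3-/- replicate 1 or APP/PS1/Sirt3-/- replicate 2. For averaged Sirt3 deletion it was 6, 10 and 14, then 79, 5 and 5, then 67, 24 and 12, then 6, 104 and 16, and for averaged APP/PS1 132, 23 and 0, then 51, 41 and 141, then 61, 1836 and 28, then 2, 111 and 1390, in the order of groups just given.

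Without the 2 libraries labelled APP/PS1/Sirt3-/- that hold Sirt3 reads, 1 library of that group is left, and the spread comes from the other groups alone. There edgeR called 104 genes for Sirt3-/- and 132 for APP/PS1 against WT, 7 for APP/PS1/Sirt3-/- against APP/PS1, 140 for APP/PS1/Sirt3-/- against Sirt3-/-, 2 for the interaction, 11 for averaged Sirt3 deletion and 805 for averaged APP/PS1; camera called 3, 11 and 3 lists for APP/PS1/Sirt3-/- against APP/PS1, against Sirt3-/- and the interaction. Without the 3 libraries whose genotype genes went against the label, edgeR called 25 genes for APP/PS1 against WT, 7 and 114 for APP/PS1/Sirt3-/- against APP/PS1 and Sirt3-/-, 2 for the interaction and 7 for averaged Sirt3 deletion, and camera 3, 11, 4 and 10 lists for the last 4. With the sex covariate the counts were 31 for Sirt3-/- against WT, 8 for APP/PS1/Sirt3-/- against Sirt3-/- and 14 for averaged Sirt3 deletion. With brain region covariates they were 3, 2 and 4 against WT, 6 for APP/PS1/Sirt3-/- against Sirt3-/-, 2, 5 and 4, and camera called 2, 6 and 5 lists against WT, 5 for APP/PS1/Sirt3-/- against APP/PS1, 3 and 10 for the averages. The estimated correlation and fry each called 0 lists in all 8 comparisons, where camera at the preset correlation called 6, 14, 12, 9, 18, 9, 6 and 22. Leaving out 1 library, these ranged from 4 to 10, 7 to 16, 8 to 18, 4 to 11, 9 to 19, 4 to 15, 4 to 8 and 16 to 22.

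At 0.5 FPKM 15358, 15484, 15553 and 15541 genes were detected in WT, Sirt3-/-, APP/PS1 and APP/PS1/Sirt3-/-; at 0.1 FPKM 19321, 19590, 19653 and 19656; above 1 in every library 12951, 12960, 13083 and 13021. The lowest correlation on the raw scale was 0.987 in WT, 0.981 in Sirt3-/- and 0.973 in APP/PS1; over genes with a mean of at least 1, 0.988, 0.975, 0.986 and 0.979; and by Spearman 0.960, 0.958, 0.960 and 0.958. Of the single-gene results, 1093 kept their side of the threshold, 104 newly passed and 81 no longer passed, and no gene that passed under either turned direction. Log2 fold changes near 0 that did not pass changed sign for some genes, such as C3 in APP/PS1 against WT (-0.47 to 0.26 over the alternatives set before).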

Differences from the paper's values

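The values here were set beside the paper's after both had been seen; which alternatives were set before the data were examined is said at each. For Ccl3 in APP/PS1 the paper gives a 10-fold increase over WT, and the value here was 5.29-fold (SD 5.12). Of the alternatives set before the data were examined, leaving out APP/PS1 replicate 4 (7.35) brings it within 1.5 times of the paper's, and the others do not (2.42 to 6.25). The normalized count of Ccl3 in APP/PS1 is about 6.5 in Fig. 3, read by eye, and was 13.0 (SD 12.6) here. The 2 values lie within this SD of each other, but APP/PS1 replicate 4, with 3 reads, widens it, so fits that hold this library were compared by 1.5 times alone. Of these, the value without APP/PS1 replicate 2 (6.02) comes within 1.5 times of the paper's and the others do not. Without APP/PS1 replicate 4 it was 18.1 (SD 12.8), further from the paper's than the main value and within its own wide SD. For its pathway analysis the paper lists 25,000 differentially expressed genes from the 4 groups, without thresholds at that place. For APP/PS1/Sirt3-/- against WT alone edgeR called 188 genes; none of the alternatives set before comes near it (2 to 1172).

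The paper reports Cst7, Ccl3, Itgax, Cd83 and Tyrobp as increased in APP/PS1 over WT. Their log2 fold changes here were 5.54, 2.32, 2.38, 1.04 and 0.64, in the paper's direction, with adjusted p = 0.167, 0.161, 0.236, 0.069 and 0.384 from edgeR. Cst7 passes with DESeq2 on all 12 libraries (0.0271). Cd83 passes with DESeq2 on all 12 libraries (2.54e-04), no low-count filter (0.0497), edgeR or DESeq2 on the 2 groups (0.00132 and 3.28e-08), and without Sirt3-/- replicate 1 (0.0342), Sirt3-/- replicate 2 (0.00332) or APP/PS1/Sirt3-/- replicate 4 (0.0211), and also without the 2 libraries labelled APP/PS1/Sirt3-/- that hold Sirt3 reads (0.0388), which was chosen after seeing the values. Ccl3, Itgax and Tyrobp pass under none of the alternatives (lowest 0.1, 0.072 and 0.2). Among these genes, the authors' deposited table calls only Cd83 in APP/PS1 against WT (adjusted p = 2.74e-08 from DESeq2). It gives adjusted p = 0.48, 0.175, 0.4 and 0.61 from DESeq2 for Cst7, Ccl3, Itgax and Tyrobp. In APP/PS1/Sirt3-/- against WT the same table calls each of these genes higher. There it gives adjusted p = 2.05e-26, 0.00326, 1.49e-05, 4.18e-07 and 6.39e-04 from DESeq2 for Cst7, Ccl3, Itgax, Cd83 and Tyrobp.

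For C3 the paper reports an increase in APP/PS1/Sirt3-/- over APP/PS1; here the log2 fold change was 1.39, with adjusted p = 0.974 from edgeR, and DESeq2 on the 2 groups passes (0.0303). The authors' deposited table gives an adjusted p of 0.0365 for C3 from DESeq2 in that comparison, which it lists as APP/PS1 over APP/PS1/Sirt3-/-, while Fig. 2D is described the other way around. In that table 15 genes are higher and 12 lower in APP/PS1, and edgeR called 4 higher in APP/PS1/Sirt3-/-.

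For Ide the paper reports a decrease in Sirt3-/- and APP/PS1/Sirt3-/-, and edgeR gave adjusted p = 0.0635 and 0.0861 against WT. For Sirt3-/- it passes with DESeq2 on all 12 libraries (5.16e-05), edgeR or DESeq2 on the 2 groups (0.0122 and 2.31e-09), and without APP/PS1/Sirt3-/- replicate 2 (0.00221) or APP/PS1/Sirt3-/- replicate 4 (0.042), and also without the 2 libraries labelled APP/PS1/Sirt3-/- that hold Sirt3 reads (0.00392) or the 3 libraries whose genotype genes went against the label (0.00596), both chosen after seeing the values. For APP/PS1/Sirt3-/- it passes with DESeq2 on all 12 libraries (0.00964), DESeq2 on the 2 groups (0.013) and without APP/PS1/Sirt3-/- replicate 2 (0.00953). Averaged over both backgrounds, edgeR called Ide lower. The authors' deposited table calls Ide lower against WT in Sirt3-/- and APP/PS1/Sirt3-/- (adjusted p = 2.42e-09 and 0.0134 from DESeq2). Between APP/PS1 and APP/PS1/Sirt3-/- it calls Ide too (adjusted p = 0.00615 from DESeq2).

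The paper reports diacylglycerol kinase as decreased, without an isoform in its text; edgeR called 0 of 10 isoforms against WT. Dgkz, lower in both groups with APP/PS1, passes with DESeq2 on the 2 groups in APP/PS1 and APP/PS1/Sirt3-/- (7.47e-07 and 0.0267) and with edgeR on the 2 groups in APP/PS1; the authors' deposited table gives it adjusted p = 6.97e-07 and 0.0275 from DESeq2. Dgkk was higher in both, against the paper's direction, and passes in 5 of 18 alternatives (1.34e-14 to 0.293) in APP/PS1 and 5 of 18 (1.04e-28 to 0.191) in APP/PS1/Sirt3-/-; the authors' deposited table gives it adjusted p = 8.20e-16 and 2.55e-39 from DESeq2. In Sirt3-/- against WT, Dgkb was higher and passes in 3 of 19 (4.90e-07 to 0.338) and Dgkk in 2 of 18 (0.00707 to 0.415). Dgkh passes with DESeq2 on all 12 libraries in APP/PS1 and APP/PS1/Sirt3-/- (0.0118 and 0.0354), with DESeq2 on the 2 groups in both (0.00583 and 0.0018) and with edgeR on the 2 groups in APP/PS1/Sirt3-/- (0.0213). Dgki passes in APP/PS1 with DESeq2 on all 12 libraries (0.0479), edgeR or DESeq2 on the 2 groups (0.0209 and 0.00151) and without APP/PS1/Sirt3-/- replicate 4 (0.0288), and also without the 2 libraries labelled APP/PS1/Sirt3-/- that hold Sirt3 reads (0.0482), chosen after seeing the values.

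The paper describes 4 female mice per group, and the libraries numbered 4 hold Y-linked reads and almost no Xist reads, with 3 libraries per group analysed here.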

Other observations

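The region marker covariates, the sex covariate and the neighbour count were chosen after seeing the data; the gene lists and contrasts were set before.

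Necdin (Ndn, ENSMUSG00000033585, chromosome 7 from 62348277 to 62349928), a growth suppressor of neurons, was 96.9 ± 4.57 (SD, n = 3) CPM in WT, 92.1 ± 14.8 (SD, n = 3) in Sirt3-/-, 149 ± 24.2 (SD, n = 3) in APP/PS1 and 168 ± 12.2 (SD, n = 3) in APP/PS1/Sirt3-/-, an averaged log2 fold change with APP/PS1 of 0.74 (standard error 0.09, adjusted p = 0.0157 from edgeR). The orphan receptor Gpr26 (ENSMUSG00000040125, chromosome 7 from 131966460 to 131994405) was 248 ± 11.2 (SD, n = 3) CPM in WT and 179 ± 14.9 (SD, n = 3) in APP/PS1, and the kinase Hipk4 (ENSMUSG00000040424, chromosome 7 from 27523267 to 27531175) 146 ± 9.25 (SD, n = 3) and 109 ± 7.24 (SD, n = 3). The long noncoding RNA Rmst (ENSMUSG00000097348, chromosome 10 from 92071037 to 92165170) was 3.42 ± 0.342 (SD, n = 3) CPM in WT and 7.78 ± 0.735 (SD, n = 3) in APP/PS1. For averaged APP/PS1, Ndn stayed under 0.05 in 16 of 17 alternatives (2.64e-11 to 0.0535), not without WT replicate 4, and Gpr26, Hipk4 and Rmst in 15 of 17 (1.25e-08 to 0.0535), 15 of 17 (1.25e-07 to 0.0535) and 15 of 17 (1.26e-07 to 0.0549), not without WT replicate 4 or APP/PS1/Sirt3-/- replicate 1. With markers of brain regions as covariates none of these 4 passed (adjusted p = 0.655, 0.655, 0.837 and 0.655 from edgeR). Immediate early genes, which neuronal activity induces, were lower with APP/PS1 on average for 16 of 16, at a median log2 fold change of -0.57 (limma camera adjusted p = 1.69e-05, and adjusted p = 0.507 with an estimated correlation). Among them Dusp1 had -0.73 and Fos -0.75 (adjusted p = 0.0707 and 0.11 from edgeR over all genes). Interferon response genes were higher for 19 of 19, at a median of 0.68 (limma camera adjusted p = 8.62e-05, and adjusted p = 0.507 with an estimated correlation). Synaptic protein genes were lower for 19 of 21, 1 over all genes and 10 when adjusted over the list alone; Pclo, a scaffold of the presynaptic active zone, had -0.29 (adjusted p = 0.0382 from edgeR), a call that 7 of 17 alternatives (0.00261 to 0.105) kept.

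Markers of brain regions differed between libraries. The 6 thalamic markers had a mean of 2.39, 2.41 and 2.41 log2 CPM in WT replicates 1, 2 and 4, 4.50, 4.45 and 4.74 in APP/PS1, 2.12, 4.00 and 4.06 in Sirt3-/-, and 5.12, 5.25 and 3.45 in APP/PS1/Sirt3-/-. Striatal markers had 4.43, 3.63 and 4.68 in WT, 5.93, 4.50 and 4.75 in APP/PS1, 6.41, 7.21 and 6.22 in Sirt3-/-, and 5.87, 3.93 and 6.47 in APP/PS1/Sirt3-/-. Choroid plexus markers had 0.75, 4.78 and 0.26 in WT, 3.16, 4.02 and 3.89 in APP/PS1, 0.05, 4.48 and 0.67 in Sirt3-/-, and 3.45, 3.03 and 0.82 in APP/PS1/Sirt3-/-. The thalamic list was higher with APP/PS1 on average, at a median of 1.82 (limma camera adjusted p = 1.69e-05, and adjusted p = 0.507 with an estimated correlation), and the striatal list with Sirt3 deletion, at 1.55 (limma camera adjusted p = 5.80e-09, and adjusted p = 0.969 with an estimated correlation). Tissue of other regions in the cortical samples may therefore contribute to the counts of changed genes; with the 3 marker means as covariates edgeR called 4 genes for averaged APP/PS1 in place of 341. These covariates leave few degrees of freedom, so the lower count can stem from that alone. A change of expression within cortex was not excluded.

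Log2 fold changes of Sirt3 deletion without and with APP/PS1 come from separate libraries. Of the 49 genes called in Sirt3-/- against WT, 39 had the same sign in APP/PS1/Sirt3-/- against APP/PS1, and 4 were called in both. The share of all genes with the same sign is not given here, so the 39 cannot be judged against it. If genes and tests were independent, 0.0118 genes would be called in both. They are not independent: both comparisons share the estimate of spread of the same fit. Among the 4 genes, Eif3j2 and Gm3650 also lie side by side. The 0.0118 therefore does not measure chance here. For APP/PS1 against WT and APP/PS1/Sirt3-/- against Sirt3-/-, Pearson's r was 0.484 across 16673 genes, which are not independent replicates.

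Near Sirt3, within 20 Mb, 1 of 293 genes passed in Sirt3-/- against WT and 48 of 16379 elsewhere (Fisher's exact p = 0.581); for averaged Sirt3 deletion 1 of 293 and 36 of 16379 (p = 0.481 from the same exact test). Of the 37 genes called for averaged Sirt3 deletion, 8 lay within 1 Mb of another, against a median of 2 and a highest of 10 in 10000 random draws (permutation p = 0.0138). They are Gm3650 and Eif3j2 on chromosome 18, Fgfbp3 and Ide on chromosome 19, and Ivd, Exd1, Gm13999 and Pla2g4e on chromosome 2. For the 49 genes of Sirt3-/- against WT 4 did, with a median of 4 in random draws (permutation p = 0.541). Each chromosome was also tested, as set before the data were examined. For averaged Sirt3 deletion, 10 of 1367 genes passed on chromosome 2, 0.732% against 0.176% elsewhere (Fisher's exact test, adjusted p = 0.0119 over chromosomes). No other chromosome passed. In Sirt3-/- against WT none did, with the lowest adjusted p on chromosome 18 (0.161 from Fisher's exact test).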
